# The RNA polymerase II subunit RPB‐9 recruits the integrator complex to terminate *Caenorhabditis elegans* piRNA transcription

**DOI:** 10.15252/embj.2020105565

**Published:** 2021-02-03

**Authors:** Ahmet C Berkyurek, Giulia Furlan, Lisa Lampersberger, Toni Beltran, Eva‐Maria Weick, Emily Nischwitz, Isabela Cunha Navarro, Fabian Braukmann, Alper Akay, Jonathan Price, Falk Butter, Peter Sarkies, Eric A Miska

**Keywords:** integrator, piRNAs, RNA polymerase II, *rpb‐9*, transcription termination, Chromatin, Epigenetics, Genomics & Functional Genomics, RNA Biology

## Abstract

PIWI‐interacting RNAs (piRNAs) are genome‐encoded small RNAs that regulate germ cell development and maintain germline integrity in many animals. Mature piRNAs engage Piwi Argonaute proteins to silence complementary transcripts, including transposable elements and endogenous genes. piRNA biogenesis mechanisms are diverse and remain poorly understood. Here, we identify the RNA polymerase II (RNA Pol II) core subunit RPB‐9 as required for piRNA‐mediated silencing in the nematode *Caenorhabditis elegans*. We show that *rpb‐9* initiates heritable piRNA‐mediated gene silencing at two DNA transposon families and at a subset of somatic genes in the germline. We provide genetic and biochemical evidence that RPB‐9 is required for piRNA biogenesis by recruiting the Integrator complex at piRNA genes, hence promoting transcriptional termination. We conclude that, as a part of its rapid evolution, the piRNA pathway has co‐opted an ancient machinery for high‐fidelity transcription.

## Introduction

The PIWI‐interacting RNA (piRNA) pathway protects animal germlines from transposable elements and other selfish genetic parasites, thereby ensuring transgenerational genomic integrity and fertility (Bagijn *et al*, 2012; Lee *et al*, 2012). The piRNA pathway is widespread in metazoans and relies on the cooperation between small RNAs and Argonaute (AGO) proteins to silence targets both post‐ and co‐transcriptionally; the precise molecular mechanisms through which it operates, however, vary between species.

*C. elegans* piRNAs play a fundamental role in recognizing non‐self DNA elements, inducing their repression and promoting a multi‐generational epigenetic memory of their silencing (Ashe *et al*, 2012; Bagijn *et al*, 2012; Shirayama *et al*, 2012; Lee *et al*, 2012). Moreover, they have been shown to regulate the expression of a subset of endogenous genes in the germline (Rojas‐Ríos & Simonelig, 2018). Most *C.* *elegans* piRNAs are encoded by two specific clusters on chromosome IV, which contain thousands of intergenic and intronic individual piRNA transcription units enriched in Ruby motif‐containing promoters (motif‐dependent or type I piRNAs) (Ruby *et al*, 2006; Cecere *et al*, 2012; Gu *et al*, 2012; Billi *et al*, 2013). A smaller number of piRNAs are produced from other loci in the genome (Batista *et al*, 2008) and transcribed bidirectionally from transcription start sites (TSSs) flanked by YRNT motifs (motif‐independent or type II piRNAs) (Ruby *et al*, 2006; Gu *et al*, 2012).

Mature *C.* *elegans* piRNAs are 21 nt small RNAs with a 5′ uracil bias (hence called 21U‐RNAs), a 5′ monophosphate, and a 3′ hydroxyl group at their extremities, and are post‐transcriptionally 2′‐O methylated at the 3′ end (Kamminga *et al*, 2010; Montgomery *et al*, 2012). They bind to the PIWI subfamily proteins of the AGO family and guide them to complementary target transcripts.

Two PIWI proteins with germline‐restricted expression, PRG‐1 and PRG‐2, have been identified in *C.* *elegans*, although only PRG‐1 is required for maintaining wild‐type piRNA populations (Batista *et al*, 2008; Das *et al*, 2008; Wang & Reinke, 2008). Unlike in other animals, where PIWI/piRNA complexes silence their targets via a PIWI endonuclease “slicing” activity, PRG‐1/piRNA complexes in *C.* *elegans* trigger target degradation indirectly. The imperfect base pairing of the piRNA with its complementary transcripts elicits a localized silencing amplification response in which the targeted recruitment of the RNA‐dependent RNA polymerases (RdRPs) RRF‐1 and EGO‐1 leads to the generation of a secondary class of small RNAs (termed secondary endogenous siRNAs (endo‐siRNAs) or 22G siRNAs) that are 22 nt long, have a 5′ guanine bias, and carry a 5′ triphosphate. These abundant molecules in turn promote robust and sustained silencing upon loading onto worm‐specific AGO proteins (WAGOs) (Batista *et al*, 2008; Gu *et al*, 2009; Bagijn *et al*, 2012; Lee *et al*, 2012; Shirayama *et al*, 2012; Ashe *et al*, 2012; Mao *et al*, 2015).

Interestingly, this silencing response can be inherited transgenerationally and persist for several generations, even in *prg‐1* mutant animals (Ashe *et al*, 2012). Once established, this long‐term silencing is independent of the initial piRNA trigger and instead relies on the germline nuclear RNAi pathway, including the AGO protein HRDE‐1 (Ashe *et al*, 2012; Buckley *et al*, 2012), the nuclear RNAi‐defective proteins NRDE‐1/2‐4 (Ashe *et al*, 2012), the nuclear RNA helicase EMB‐4 (Akay *et al*, 2017), and several chromatin‐associated factors (Ashe *et al*, 2012; McMurchy *et al*, 2017). Together, the piRNA and the germline nuclear RNAi pathways establish and maintain transgenerational silencing via the inheritance of small RNA populations and the deposition of chromatin silencing marks in the germline (Ashe *et al*, 2012; Buckley *et al*, 2012; Lee *et al*, 2012).

Since PRG‐1/piRNA complexes tolerate several mismatches when selecting for complementary transcripts, they can theoretically target any sequence (Bagijn *et al*, 2012; Lee *et al*, 2012; Shen *et al*, 2018; Zhang *et al*, 2018), including endogenous genes that are required to be expressed in the germline. To prevent silencing of germline‐specific genes, some nematodes have evolved a protection mechanism involving the CSR‐1/22G siRNA licensing pathway (Seth *et al*, 2013; Shen *et al*, 2018; Zhang *et al*, 2018), in which endogenous secondary 22G siRNAs associate with the AGO CSR‐1 and prevent target recognition by the piRNA pathway.

Given the importance of piRNAs in the maintenance of genome stability, it is essential to understand how they are generated. *Caenorhabditis elegans* piRNAs are transcribed by the RNA Pol II holoenzyme (Gu *et al*, 2012); (Billi *et al*, 2013), which transcribes a range of coding and non‐coding genes through three precisely defined and controlled steps: initiation, elongation, and termination (Adelman & Lis, 2012; Zhou *et al*, 2012). In eukaryotes, RNA Pol II is typically composed of 12 subunits (RPB1‐12), of which 10 constitute the catalytic core, and two (RPB4 and RPB7 in yeast) are required for transcription initiation (Cramer, 2004). RPB1/AMA‐1, the largest subunit, is essential for polymerase activity through its carboxy terminal domain (CTD) and, in combination with RPB9, forms the DNA‐binding groove of the holoenzyme (Acker *et al*, 1997). RPB2, the second largest subunit, forms a cleft in which the DNA template and the nascent RNA transcript are kept in proximity (Acker *et al*, 1992; Ponicsan *et al*, 2013), while RPB6 is part of a structure that stabilizes the active enzyme on the DNA template (Acker *et al*, 1994; del Río‐Portilla *et al*, 1999; Wani *et al*, 2014). The structural role of the other subunits is less well‐documented (Sainsbury *et al*, 2015).

Faithful transcription is ensured by a proofreading mechanism called backtracking, during which the polymerase moves backward on the DNA template to correct base mis‐incorporation events (Bondarenko *et al*, 2006; Churchman & Weissman, 2011; James *et al*, 2017). As a result, the 3′ end of the nascent transcript is displaced from the enzyme′s active site, and the polymerase becomes transcriptionally inactive (Nudler *et al*, 1997; Komissarova & Kashlev, 1997; Thomas *et al*, 1998; Kettenberger *et al*, 2003; Wang *et al*, 2009; Cheung & Cramer, 2011). Backtrack recovery is required in order for the enzyme to resume transcriptional elongation, and often depends on cleavage of the backtracked RNA to generate a new 3′ end, which allows realignment with the active site (Chedin *et al*, 1998; Kuhn *et al*, 2007; Walmacq *et al*, 2009). Eukaryotic RNA Pol II has a weak intrinsic cleavage activity, which is strongly enhanced by the transcription elongation factor TFIIS (Izban & Luse, 1992).

RNA Pol II backtracking is associated not only with promoter‐proximal pausing rescue and rapid transcription elongation, but also with transcription termination (Sheridan *et al*, 2019). Transcription termination is critical to determine borders between genes and to avoid interference with downstream‐positioned loci, and it may be even more important for an organism like *C.* *elegans*, with a compact genome (Caenorhabditis elegans Sequencing Consortium, 1998). At nonpolyadenylated‐type loci, such as those encoding for small nuclear RNAs (snRNAs), termination depends on specialized processing of the 3′ ends and often requires the Integrator complex, whose nuclease activity at specific cleavage sites is necessary for precursor transcript maturation (Uguen & Murphy, 2003; Baillat *et al*, 2005; Ezzeddine *et al*, 2011; Ezzeddine *et al*, 2012). Interestingly, transcription at motif‐dependent piRNA loci shares evolutionary similarities to snRNA transcription (Beltran *et al*, 2019).

Here, by using a combination of genetics and biochemical approaches, we show that the RNA Pol II subunit RPB‐9 is required to promote the Integrator‐dependent cleavage of 3′ ends of nascent transcripts upon RNA Pol II backtracking for transcription termination at motif‐dependent piRNA loci in *C.* *elegans*. In *rpb‐9* mutants, a defect in transcription termination leads to a reduction in mature piRNA levels, which in turn results in a drastic depletion of HRDE‐1‐associated secondary 22G siRNAs and, ultimately, in the desilencing of two families of DNA transposons and a subset of somatic genes, likely in the germline.

## Results

### *rpb‐9* is required for piRNA pathway integrity

In order to identify components of the piRNA pathway, we have previously described a forward genetics screen for animals defective in their ability to silence the “piRNA sensor”, a germline‐specific transgene containing a *gfp* reporter and responsive to the endogenous piRNA 21UR‐1 *(pmex‐5::eGFP::his‐58::as21UR‐1::tbb‐2)* (Bagijn *et al*, 2012; Ashe *et al*, 2012; Weick *et al*, 2014) (Fig 1A). Wild‐type animals efficiently repress this *gfp* transgene via the piRNA pathway, while mutants of piRNA pathway components, such as *prg‐1* and *mutator* class genes, fail to do so and strongly desilence the piRNA sensor (Phillips *et al*, 2012). One of 22 independent mutants from our screen defined a new allele (*mj261*) of the gene *rpb‐9*, which encodes for a conserved subunit of the DNA‐dependent RNA Pol II enzyme (Cramer *et al*, 2000). Studies in yeast have proposed a role for Rpb9 in various steps of transcription, including start site selection and transcriptional elongation, and in transcription‐coupled repair (Furter‐Graves *et al*, 1994; Hemming *et al*, 2000; Li & Smerdon, 2002; Nesser *et al*, 2006). We decided to explore the possibility that *rpb‐9* could provide a direct link between transcription and silencing in the context of piRNA‐mediated repression in *C.* *elegans*.

**Figure 1:**
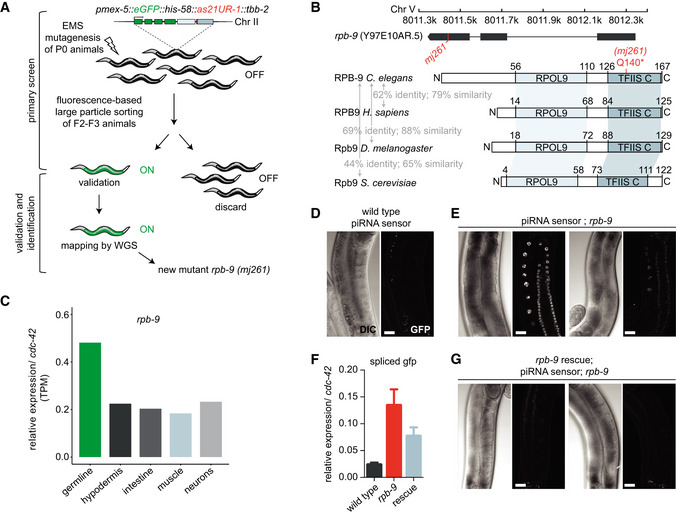
*rpb‐9* is required for piRNA pathway integrity ASchematic of the EMS mutagenesis screen carried out using the piRNA sensor and identification of a novel allele *(mj261)* of the *rpb‐9* gene.B
*rpb‐9* locus, in scale (top) and comparisons of RPB‐9 protein domains to homologs in other species (bottom). The introduced mutation is highlighted in red.CExpression patterns of *rpb‐9* in adult animals by RNA sequencing.D–GQuantification of piRNA sensor expression. Representative DIC and fluorescence microscopy images of piRNA sensor expression in wild type *(mjIs144)* (D) and *rpb*‑*9 (mj261) animals* (two images with varying GFP expression are shown, scale bar = 20 µm) (E), validation of transgene expression by RT–qPCR (*n* = 3, error bars represent SD) (F), and representative DIC and fluorescence microscopy images of piRNA sensor expression in the *rpb‐9* rescue *(mj261; mjSi70)* animals (two images with varying GFP expression are shown). Scale bar = 20 µm (G).

*Caenorhabditis elegans* RPB‐9 is composed of 167 amino acids. It comprises a central RPOL9 domain (a zinc ribbon) and a C‐terminal zinc‐finger motif‐containing domain also found in the C‐terminal portion of the transcription elongation factor TFIIS, hence named “TFIIS C”. The identified point mutation introduces a premature amber stop codon at glutamine 140 (CAG to TAG mutation), within the core of the TFIIS C domain (Fig 1B). As expected, *rpb‐9* mutants do not express full‐length RPB‐9 protein at levels detectable via Western blotting, although we cannot exclude residual protein due to transcriptional read‐through (Fig EV1A).

**Figure EV1:**
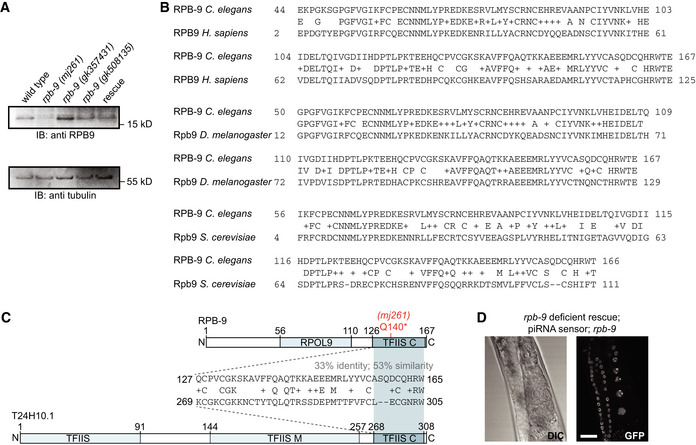
Related to Fig 1 Western blot quantification of RPB‐9 expression in wild‐type, *rpb‐9 (mj261),* and *rpb‐9* rescue animals. *rpb‐9* alleles *gk508135* and *gk357431 (*Thompson *et al*, 2013 *)* are additional controls that do not show piRNA sensor desilencing.RPB‐9 domain conservations. Alignments of the RPB‐9 protein to its *H. sapiens*, *D. melanogaster* and *S. cerevisiae* homologs. Positive (NCBI BlastP) amino acids are indicated by “+”.Comparison of RPB‐9 and the *Caenorhabditis elegans* TFIIS homolog T24H10.1 with alignment of the common TFIIS C domain. The introduced RPB‐9 Q140* mutation is highlighted in red. Positive (NCBI BlastP) amino acids are indicated by “+”.Representative DIC and fluorescence microscopy images of piRNA sensor expression in deficient rescue *rpb*‑*9 (mj261*; *mjSi89)* animals. Scale bar = 20 µm. Source data are available online for this figure.

To explore the conservation of RPB9, we aligned the amino acid sequence of the *C.* *elegans* RPB‐9 with its homologs in *Saccharomyces cerevisiae*, *Drosophila melanogaster,* and *Homo sapiens*. We observed that both the RPOL9 and the TFIIS C domains are conserved in all these species (with sequence identities from 44 to 69%) and that *C.* *elegans* RPB‐9 also possesses an additional N‐terminal portion, which does not contain any known or conserved domains (Figs 1B and EV1B). We also compared the *C.* *elegans* RPB‐9 and TFIIS sequences, and found that their respective C‐terminal domains share 33% sequence identity and 53% sequence similarity, suggesting they might perform similar functions (Fig EV1C).

In *C.* *elegans*, *rpb‐9* is expressed both in the soma and in the germline, consistent with its role as RNA Pol II subunit (Serizay *et al*, 2020) (Fig 1C). When visualized under a fluorescence microscope, all *rpb‐9* animals desilence the piRNA sensor in the germline, albeit at a variable level (Fig 1D (wild type), compare with Fig 1E (*rpb‐9* mutant)). We measured the amounts of spliced *gfp* mRNA in these animals and observed increased levels of *gfp* expression, suggesting that *rpb‐9* affects its targets prior to translation (Fig 1F).

To test whether the *rpb‐9* mutation was causative for sensor desilencing, we constructed a synthetic transgene harboring the *rpb‐9* coding sequence under control of a germline‐specific promoter (*pmex5*::*rpb9::par‐5*, *mjSi70*) and integrated it on chromosome I via the MosSCI technology (Frøkjaer‐Jensen *et al*, 2008). This germline‐specific allele restores wild‐type levels of RPB‐9 protein, as detected by Western blotting (Fig EV1A), and rescues the desilencing phenotype of *rpb‐9* mutants (Fig 1F and G). Importantly, a similar transgene containing the Q140STOP mutation does not rescue the phenotype (Fig EV1D). All together, these data demonstrate that *rpb‐9* is important for the robust function of the piRNA pathway.

### *rpb‐9* is required for establishing piRNA‐mediated silencing

The piRNA pathway involves multiple steps and intersects with other small RNA pathways. In order to understand whether *rpb‐9* is required for transgenerational maintenance of silencing, we crossed *rpb‐9* animals with animals expressing a germline *gfp::h2b* reporter *(ppie‐1::eGFP::his‐58::pie‐1)* (Ashe *et al*, 2012; Buckley *et al*, 2012) and we assessed the transcriptional status of this transgene across generations upon a time‐limited exposure to *gfp* RNAi (Fig 2A).

**Figure 2:**
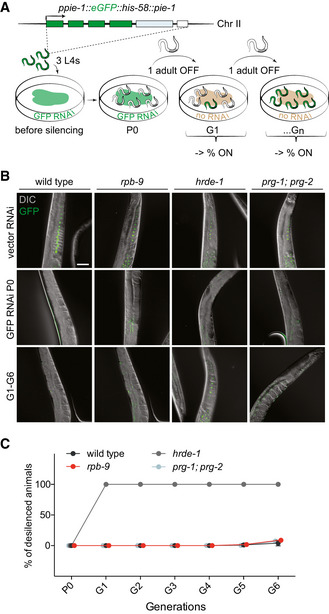
*rpb‐9* is required for the initiation step of the piRNA pathway Schematic of the germline‐specific *pie‐1::gfp::h2b::pie‐1* sensor (top) and schematic of the experiment (bottom).Representative fluorescence images of transgene expression in wild‐type, *rpb‐9 (mj261)*, *hrde‐1 (tm1200),* and *prg1 (n4357); prg‐2 (n4358)* animals in the parental (P0) and inheriting (G1‐G6) generations. Scale bar = 50 µm.Quantification of the percentage of desilenced individuals in wild‐type, *rpb‐9 (mj261)*, *prg‐1 (n4357); prg‐2 (n4358*) and *hrde‐1 (tm1200)* populations across generations.

In wild‐type animals, exogenous double‐stranded (ds) *gfp* RNA uptake for one generation is sufficient to establish and maintain reporter silencing for several generations (Ashe *et al*, 2012; Buckley *et al*, 2012). Conversely, mutants of components of the multi‐generational germline nuclear RNAi pathway, albeit able to efficiently establish silencing in sustained presence of ds *gfp* RNA, fail to maintain it once this trigger is removed. This is the case for *hrde‐1,* previously identified as the major germline‐specific AGO that binds secondary endogenous 22G siRNAs and directs initiation of the transgenerational germline nuclear RNAi pathway (Fig 2B and C) (Ashe *et al*, 2012; Buckley *et al*, 2012). Like wild‐type animals, *rpb‐9* mutants can efficiently (100%) initiate silencing upon *gfp* RNAi and are able to maintain it (91–100%) even when the initial stimulus is removed (Fig 2B and C, Appendix Fig S1). This suggests that *rpb‐9* is not required for exogenous RNAi and its inheritance. Instead, it is required specifically for the endogenous piRNA‐mediated silencing. Similarly to *rpb‐9* mutants, *prg‐1; prg‐2* double mutant animals are efficient in both the establishment and the maintenance of exogenous dsRNA‐induced silencing (Fig 2B and C, Appendix Fig S1). Hence, we conclude that *rpb‐9* is required for piRNA‐dependent transgene‐silencing upstream of *hrde‐1* and the multi‐generational germline nuclear RNAi pathway, independently of the exogenous RNAi pathway.

### *rpb‐9* is required to repress two DNA transposon families and a subset of somatic genes

In order to explore the genome‐wide consequences of piRNA pathway disruption in *rpb‐9* mutants, we performed a genome‐wide transcriptome analysis (polyA‐selected RNA‐seq and ribosomal RNA‐depleted RNA‐seq).

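PolyA-selected RNA-seq libraries from wild-type and *rpb-9* (*mj261*) animals, 3 of each genotype, were analysed from the expected counts per gene that the authors deposited without normalization. The authors aligned the reads with STAR to ce11 with the piRNA sensor as an extra chromosome, end to end and without introns, so reads across exon junctions were not aligned. They counted reads on exons with featureCounts and split each multi-mapped read into fractions, and the paper's text names no strand option for these counts. The columns of the table are named by strain, and the strain other than the wild-type strain was taken as *rpb-9*. Between 24089119 and 30738566 counts per wild-type library fell on genes, with a median of 28514179. The *rpb-9* libraries had between 27118267 and 36206855 counts, with a median of 30493374. Ribosomal RNA genes held 7.93% of the counts of *rpb-9* replicate 3 and between 0.508% and 0.69% of the counts of the other libraries. Counts were rounded to whole numbers, scaled with TMM factors and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test covered 14275 of the 46740 genes in the table, those with at least 10 counts in at least 3 libraries. Genes with an adjusted p-value under 0.01 and a log2 fold change above 1 or below −1 were taken as misregulated, as in the paper. The first principal component held 75.7% of the variance and separated the genotypes, and the second held 11.5% and set the library labelled *rpb-9* replicate 1 apart from the other *rpb-9* libraries.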

We first analyzed the expression of DNA transposons and retrotransposons, both known to be targeted by the piRNA pathway. While no overall major changes were detectable in *rpb‐9* mutants compared with wild type, we observed two de‐repression events, which affected two independent autonomous DNA transposon families, Chapaev‐2 and CEMUDR1 (Fig 3A and Appendix Fig S2A). Since DNA transposons are the most abundant transposable elements in *C.* *elegans*, and thought to be the only class active in this organism (Bessereau, 2006; Laricchia *et al*, 2017), we hypothesized they might be targets of piRNA‐mediated silencing. When we scanned these two transposons families for potential piRNA target sites (Bagijn *et al*, 2012), we found several matches. Chapaev‐2 is a potential target of two piRNAs with up to two mismatches and ten piRNAs with up to three mismatches. CEMUDR1 is a potential target of one piRNA with perfect matching, five piRNAs with up to one mismatch, and 17 piRNAs with up to three mismatches (Fig 3B). Moreover, we also checked published data (Bagijn *et al*, 2012) for the density of endogenous 22G siRNAs antisense to these transposons in wild‐type and *prg‐1* animals and found that, for both transposons, 22G siRNAs were present at high levels in wild‐type animals but were decreased in *prg‐1* mutants. Together, these observations confirm that both Chapaev‐2 and CEMUDR1 are piRNA pathway targets and indicate that *rpb‐9* is required to repress their activity in the germline.

**Figure 3:**
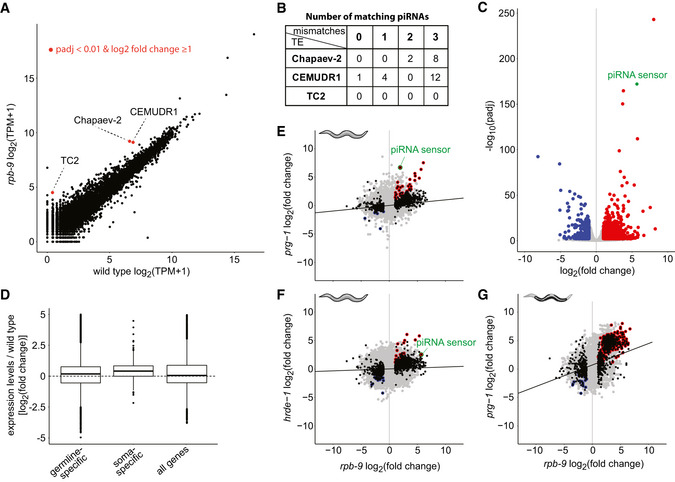
*rpb‐9* represses two DNA transposon families and a subset of somatic genes ADifferential expression analysis of transposable elements in *rpb‐9* (*mj261*) mutants versus wild type (polyA‐selected RNA‐seq libraries) [*P* ≤ 0.01, log_2_(fold change)≥ 1, DESeq2 analysis]BTable showing the numbers of matching piRNAs (with 0, 1, 2, and 3 mismatches, respectively) for each of the upregulated transposon families.CGenome‐wide differential gene expression analysis of *rpb‐9* (*mj261*) mutants versus wild type (polyA‐selected RNA‐seq libraries) [*P* ≤  0.01, log_2_(fold change) > 1 or < –1, DESeq2 analysis].DDifferential expression analysis of germline‐specific and soma‐specific genes, as classified in Reinke *et al* (2004). “All genes” is shown for comparison (polyA‐selected RNA‐seq libraries, *n* = 3).E–GPairwise correlation plots of *rpb‐9* (*mj261*) and *prg‐1* (*n4357*) (E), *hrde‐1* (*tm1200*) (F), or gonad‐dissected *prg‐1* (*n4357*) (Reed *et al*, 2020) (G) transcriptomes. Differentially expressed genes in *rpb‐9* (*mj261*) are shown in black, shared upregulated genes in red, and shared downregulated genes in blue. The piRNA sensor transcript is highlighted in green (total RNA “Ribo‐Zero” RNA‐seq libraries).

In *C.* *elegans*, the piRNA pathway has been previously implicated in the regulation of endogenous genes (Rojas‐Ríos & Simonelig, 2018). For this reason, we also analyzed the expression of endogenous mRNA transcripts in *rpb‐9* mutants. When we compared the polyA‐selected transcriptome of *rpb‐9* and wild‐type animals, we found a total of 1,556 misregulated transcripts in *rpb‐9* mutants, with 292 being downregulated (18.76%) and 1,264 upregulated (81.23%) (Fig 3C).

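The *rpb-9* gene (WBGene00022400) lies on the minus strand of chromosome V of WBcel235 from 8011213 to 8012345. Its level was 43.3 ± 5.39 TMM-normalized CPM (SD, n = 3) in wild type and 30.98 ± 9.29 (SD, n = 3) in *rpb-9* mutants, a log2 fold change of −0.48 (standard error 0.20, adjusted p = 0.0778 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The library labelled *rpb-9* replicate 1, with 41.7 CPM of *rpb-9*, lay within the wild-type range of 37.3 to 47.8, and the other 2 *rpb-9* libraries lay below it. A total of 2179 transcripts were misregulated, of which 1966 were upregulated (90.2%) and 213 downregulated (9.78%). These were 15.3% of the genes tested. The libraries of the 2 genotypes did not overlap for any of the 2179, nor for 8660 of the genes tested (60.7%), where chance gives 10.0%. With each library left out in turn, between 1132 and 2081 transcripts were misregulated, the fewest without *rpb-9* replicate 3, and 1084 of those 1132 were among the 2179. The filter of 10 counts in 3 libraries was kept, so genes below it in wild type were not tested when an *rpb-9* library was left out. Without *rpb-9* replicate 3, 13178 genes were tested, against 14275 with all libraries, and part of the lower number may come from the filter. Scaling by library size alone, which raised the median log2 fold change of all genes from 0.14 to 0.40, gave the most, with 3218. Of the upregulated transcripts, 200 had at most 3 counts in every wild-type library. Among the misregulated transcripts, 39 had the same counts as another gene in every library, so their reads could not be told apart from those of a copy.
The piRNA sensor had 1.25 ± 0.219 CPM (SD, n = 3) in wild type and 69.5 ± 5.97 (SD, n = 3) in *rpb-9* mutants, a log2 fold change of 5.80 (standard error 0.17, adjusted p = 6.78e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was upregulated in 6 of the 6 fits that each left out a library, with log2 fold changes from 5.73 to 5.95. Among transcripts without overlap between the genotypes and with wild-type counts above the floor, the largest increase was that of *C38D9.2* (WBGene00008010), a protein-coding gene on the plus strand of chromosome V from 17567150 to 17571742. It rose from 0.776 ± 0.133 to 222 ± 29.9 CPM (SD, n = 3), a log2 fold change of 8.15 (standard error 0.18, adjusted p = 3.67e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *C38D9.13*, a non-coding RNA (WBGene00235090) on the same strand from 17573208 to 17574227, had 1, 1 and 0 counts in the wild-type libraries and 305, 299 and 275 in the *rpb-9* libraries, and was at least 72.7-fold higher, which does not place it against *C38D9.2*. The piRNA gene *21ur-10492* (WBGene00168059) on the minus strand of chromosome II from 13247294 to 13247314 had a log2 fold change of 7.61 (standard error 0.30, adjusted p = 4.04e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had 2, 1 and 4 counts in the wild-type libraries, close to the floor. The gene overlaps *F15D4.5* on the other strand, so its reads could not be assigned without strand. The largest decrease was that of *acdh-1* (WBGene00016943) on the plus strand of chromosome I from 6497436 to 6499560, from 287 ± 153 to 0.209 ± 0.0867 CPM (SD, n = 3), a log2 fold change of −10.41 (standard error 0.66, adjusted p = 4.68e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *F29D10.3* (WBGene00009252, chromosome I, 8842552 to 8845481, minus strand) and *fbxa-107* (WBGene00012564, chromosome V, 18123939 to 18125235, plus strand) followed, with log2 fold changes of −7.98 (standard error 0.21) and −4.98 (standard error 0.23). The other genes looked up were *prg-1*, *hrde-1*, *csr-1*, *prde-1*, *ints-6*, *T24H10.1*, *ama-1*, *Y54G2A.50* and *fbxc-45*. Their log2 fold changes lay between −0.71 (*csr-1*) and 0.28 (*Y54G2A.50*), and none passed the fold threshold.

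**Figure D1:**
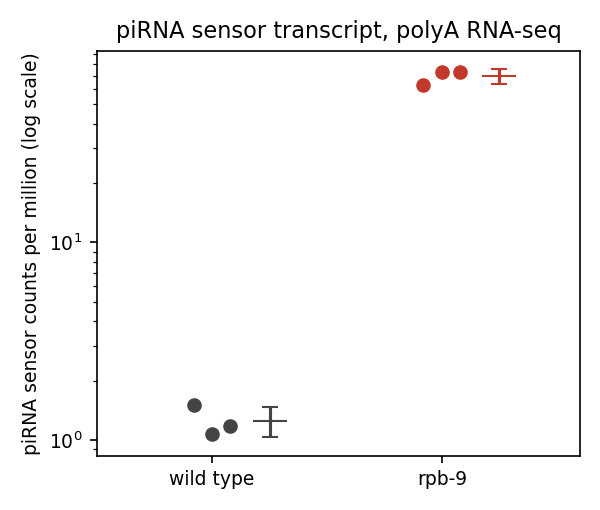
CPM of the piRNA sensor on a log scale in each wild-type and *rpb-9* polyA library (points), with the mean and SD of each genotype (bars). The wild-type libraries lie between 1.08 and 1.50 and the *rpb-9* libraries between 62.7 and 73.3 CPM.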

Since the piRNA pathway acts in the germline, we wondered whether some of the upregulated transcripts in *rpb‐9* mutants corresponded to desilenced somatic genes in the germline. To test this, we took advantage of published data (Reinke *et al*, 2004; Bezler *et al*, 2019) to classify transcripts into “germline‐specific” and “soma‐specific” and used these classes to filter deregulated genes in *rpb‐9* mutants. We found that, while germline‐specific transcripts did not vary significantly, soma‐specific transcripts tended to be upregulated in *rpb‐9* mutants (Fig 3D). This suggests that, other than in controlling transposon activity, *rpb‐9* might be involved in the repression of a subclass of somatic genes in the germline. 

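The published germline and soma classes were not used here. The polyA libraries were instead tested on 8 lists of tissue marker genes written by hand, which share no gene, with limma's camera on the edgeR fit and Benjamini-Hochberg adjustment over the lists. Among somatic lists, 98 neuron genes had a median log2 fold change of 0.68 in *rpb-9* mutants (adjusted p = 0.00091, limma's camera with Benjamini-Hochberg adjustment), with 90 genes higher, 23 upregulated and 1 downregulated. The 18 body wall muscle genes had a median of 0.68 (adjusted p = 0.00799, limma's camera with Benjamini-Hochberg adjustment), with 17 higher and 3 upregulated. The 18 intestine genes had a median of 0.37 (adjusted p = 0.145, limma's camera with Benjamini-Hochberg adjustment), with 11 higher. The genes that were not higher were *vit-1* to *vit-6*, with log2 fold changes from −0.86 to −0.61, and *pept-1* (−0.08), so the list mixed opposite changes. Without the library labelled *rpb-9* replicate 1 the intestine median was 0.59. The 121 cuticle collagen genes had a median of 0.17 (adjusted p = 0.832, limma's camera with Benjamini-Hochberg adjustment), and 77 were higher. Among germline lists, 20 oocyte and early embryo genes had a median of −0.72 (adjusted p = 6.96e-12, limma's camera with Benjamini-Hochberg adjustment), and 0 were higher. The 25 mitotic and meiotic germline genes had a median of −0.57 (adjusted p = 1.1e-08, limma's camera with Benjamini-Hochberg adjustment), with 1 higher. The 46 sperm genes went the other way, with a median of 2.68 (adjusted p = 1.35e-33, limma's camera with Benjamini-Hochberg adjustment), 45 higher, 44 upregulated and 1 downregulated. The 50 histone genes had a median of 0.61 (adjusted p = 0.00789, limma's camera with Benjamini-Hochberg adjustment), with 45 higher. Of the 50, 5 had whole counts in every library, with a median of 1.23, and the others shared reads with other copies. The piRNA sensor contains *his-58*, so counts of *his-58* and similar copies may include sensor reads, which was not tested. Adjusted over the list alone, 26 neuron, 12 muscle, 7 intestine, 18 collagen, 20 oocyte, 17 germline, 45 sperm and 11 histone genes had an adjusted p-value under 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With limma's fry, the neuron, muscle, histone, oocyte, germline and sperm lists stayed under an adjusted p-value of 0.05 (Benjamini-Hochberg), and with camera at an estimated correlation between genes no list did. Under scaling by library size the medians of neuron and muscle genes were 0.93 and 0.92, and those of oocyte and germline genes −0.46 and −0.31. From the upregulation of soma-specific transcripts, the paper proposes that *rpb-9* might take part in repressing a subclass of somatic genes in the germline. The lists do not show in which tissue the neuron and muscle genes rose. Since oocyte and germline genes were lower in the same libraries, a larger share of somatic tissue cannot be told apart from desilencing in the germline here.

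**Figure D2:**
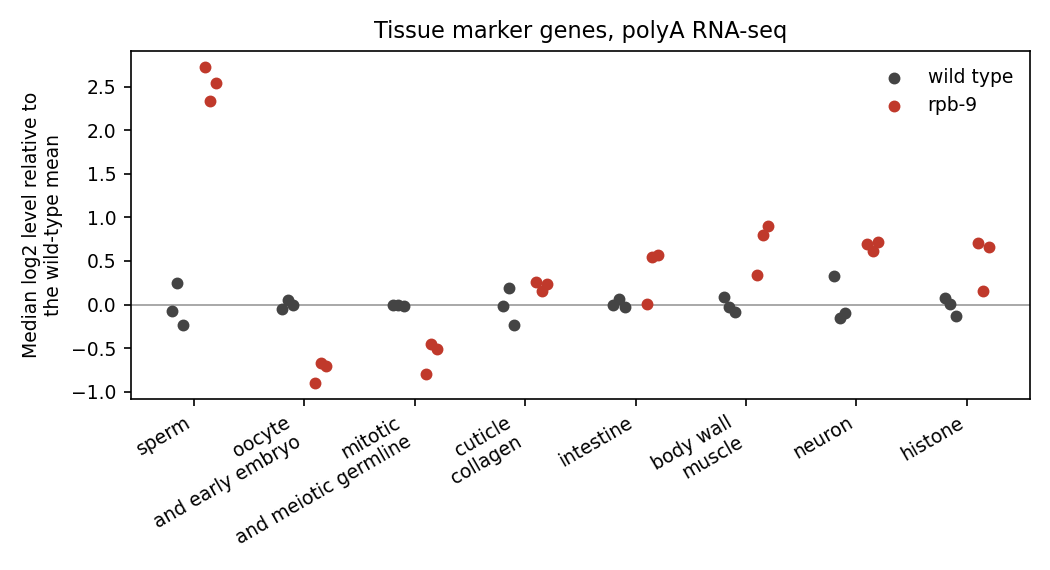
Median log2 level of each list of tissue marker genes in each polyA library relative to the wild-type mean, with 1 point per library. The 3 *rpb-9* libraries lie above the wild-type libraries for the neuron and body wall muscle genes and below them for the oocyte and germline genes.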

Importantly, analysis of total RNA libraries yielded comparable results, both for transposable elements and for mRNA transcripts (Appendix Fig S2A–C).

In order to explore the relationship between *rpb‐9* and the other major components of the piRNA pathway, we compared the transcriptomes of our *rpb‐9* mutants with those of *prg‐1* and *hrde‐1* mutants. 

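For the *prg-1* comparison, ribosomal RNA-depleted (Ribo-Zero) libraries from 3 wild-type and 3 *prg-1* (*n4357*) samples were analysed from deposited expected counts made by the same alignment and counting as the polyA counts. Each column of the table holds the merged lanes of a library. The wild-type libraries are not those of the polyA comparison. The *hrde-1* comparison and the Ribo-Zero comparison of *rpb-9* are not analysed here. Between 7790917 and 9881132 counts per wild-type library fell on genes (median 8171317), and between 6099620 and 9694285 per *prg-1* library (median 8791814). Ribosomal RNA genes held 43.9% to 48.4% of the counts in wild type and 34.2% to 44.6% in *prg-1* mutants. The test and thresholds were those of the polyA comparison, over 11794 genes. The level of *prg-1* (WBGene00004178, minus strand of chromosome I, 7585329 to 7588367) fell from 167 ± 8.26 to 57.9 ± 3.38 CPM (SD, n = 3), a log2 fold change of −1.53 (standard error 0.12, adjusted p = 0.00379 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *D2030.12* overlaps it on the other strand. In *prg-1* mutants 14 genes were misregulated, 12 upregulated and 2 downregulated, while 2225 had an unadjusted p-value under 0.05. With the replicate number as a block 21 were, 19 upregulated and 2 downregulated, and 11 of the 14 were among them. The libraries of the 2 genotypes did not overlap for any of the 14, nor for 2945 of the genes tested (25.0%). Leaving out *prg-1* replicate 3 gave 547 misregulated genes, including 12 of the 14, and leaving out any other library gave 0, with 1262 to 1584 genes at an unadjusted p-value under 0.05. With no filter on low counts, 724 genes were misregulated, 367 upregulated and 357 downregulated. DESeq2 gave 339, of which 160 were upregulated and 179 downregulated, so the share upregulated depends on the method. The largest increases were those of *T22B7.7* (WBGene00020674, chromosome X, 5651865 to 5654074, minus strand), *timm-17B.2* (WBGene00017069, chromosome IV, 8396648 to 8397954, plus strand) and *bath-45* (WBGene00009247, chromosome II, 13123020 to 13125189, plus strand). Their log2 fold changes were 5.69 (standard error 0.53), 5.16 (standard error 0.27) and 4.85 (standard error 0.36). The other downregulated gene was *Y73B3A.1* (WBGene00022203, chromosome X, 42632 to 46933, minus strand), with a log2 fold change of −1.95 (standard error 0.13).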

We observed that *rpb‐9* and *prg‐1* mutants share a total of 51 deregulated genes (22 upregulated and 29 downregulated, linear regression correlation coefficient = 0.03, hypergeometric test *P* value < 2.7e‐11, representation factor = 2.8) (Fig 3E), while *rpb‐9* and *hrde‐1* share 42 (36 upregulated and 6 downregulated, linear regression correlation coefficient = 0.1, hypergeometric test *P* value < 1.9e‐06, representation factor = 2.2) (Fig 3F). Importantly, we found the piRNA sensor transcript as upregulated in both *rpb‐9* versus *prg‐1* and *rpb‐9* versus *hrde‐1* comparisons, consistent with the idea that *rpb‐9* represses germline transgenes via both the piRNA pathway and its downstream effector, the nuclear RNAi pathway. These observations suggest that *rpb‐9* is required, together with *prg‐1* and *hrde‐1*, for gene silencing at a subset of piRNA pathway targets.

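In the *prg-1* libraries, the piRNA sensor had 31, 30 and 35 counts in wild type and 163, 184 and 231 counts in *prg-1* mutants. These correspond to 3.96 ± 0.932 and 23.3 ± 4.86 CPM (SD, n = 3), a log2 fold change of 2.56 (standard error 0.24, adjusted p = 0.00856 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The fold change stayed between 2.40 and 2.74 with each library left out in turn, and the sensor passed the thresholds in 1 of these 6 fits, with adjusted p-values up to 0.0915 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the sensor and the shared deregulated genes, the paper proposes that *rpb-9* is required, together with *prg-1* and *hrde-1*, for gene silencing at a subset of piRNA pathway targets.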

In order to refine this analysis, we decided to focus specifically on germline transcriptomes. By taking advantage of published datasets from gonad‐dissected samples (Reed *et al*, 2020) and comparing them with our own, we asked what proportion of misregulated genes in *rpb‐9* mutants could originate from within the germline. We observed a significant overlap between upregulated genes in *rpb‐9* animals and upregulated genes in *prg‐1* mutant germlines (525 genes, 40.8%, regression coefficient = 0.2161) (Fig 3G), in agreement with the hypothesis that transcriptome misregulations in *rpb‐9* mutants mostly arise from germline‐related piRNA pathway defects.

### Many upregulated genes show invariant or reduced RNA Pol II enrichment

We reasoned that the transcriptionally downregulated genes we identified above might be a result of a defect in the canonical role for *rpb‐9* in promoting transcription as part of the RNA Pol II complex, consistent with ubiquitous *rpb‐9* expression. Thus, in order to decipher the role of *rpb‐9* in the context of the piRNA pathway, we decided to focus our attention on upregulated genes.

Given the reported role for *rpb‐9* in TSS selection (Hull *et al*, 1995; Sun *et al*, 1996; Ghazy *et al*, 2004), we sought to understand whether upregulation/desilencing of these genes would merely depend on increased binding of RNA Pol II at their TSS, or whether another mechanism could be implicated. In order to explore these possibilities, we performed an RPB‐1/AMA‐1 chromatin immunoprecipitation followed by sequencing (ChIP‐seq) analysis. We did not observe major differences in RNA Pol II binding genome wide (Fig EV2A), but noticed differential binding patterns for upregulated genes in *rpb‐9* mutants compared with wild type. A certain proportion (138 genes, 33.3%) of the 384 upregulated genes with detectable RNA Pol II signal also showed increased (Mann–Whitney *U*‐test, *P* = 2.06e‐07) RNA Pol II binding at the TSS and within the gene body, compared to wild type (class I genes) (Fig 4A). Surprisingly, however, we observed that the majority of upregulated genes (246 genes, 66.7%) displayed unchanged (Mann–Whitney *U*‐test, *P* = 0.77) or reduced (Mann–Whitney *U*‐test, *P* = 0.0136) RNA Pol II binding in *rpb9* animals, despite being upregulated (or desilenced) (class II (Fig 4B) and class III genes (Fig 4C)). Importantly, the piRNA sensor belonged to class III genes (Fig 4D). Analysis of total RNA libraries yielded similar results (Fig EV2B–D).

**Figure EV2:**
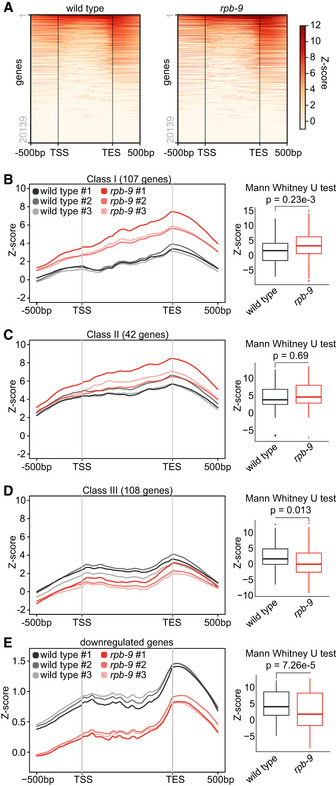
Related to Fig 4 AAnalysis of differential RNA Pol II binding (RPB‐1/AMA‐1 ChIP‐seq) over all genes in *rpb‐9 (mj261)* mutants compared with wild type.B–DAnalysis of RNA Pol II binding at upregulated genes in *rpb‐9 (mj261)* mutants, as defined in Appendix Fig S2B. Class I: upregulated genes with increased RNA Pol II binding (B); class II: upregulated genes with invariant RNA Pol II binding (C); class III: upregulated genes with reduced RNA Pol II binding (D). *n* = 3 biological replicates are shown per each genotype (RNA‐sequencing filtering from total RNA “Ribo‐Zero” RNA‐seq libraries). Central bands represent the median, boxes represent the 25^th^ and 75^th^ percentiles, and whiskers represent the lowest and highest values, excluding outliers.EAnalysis of RNA Pol II binding at downregulated genes in *rpb‐9 (mj261)* mutants (*n* = 3), as defined in Fig 3C.

**Figure 4:**
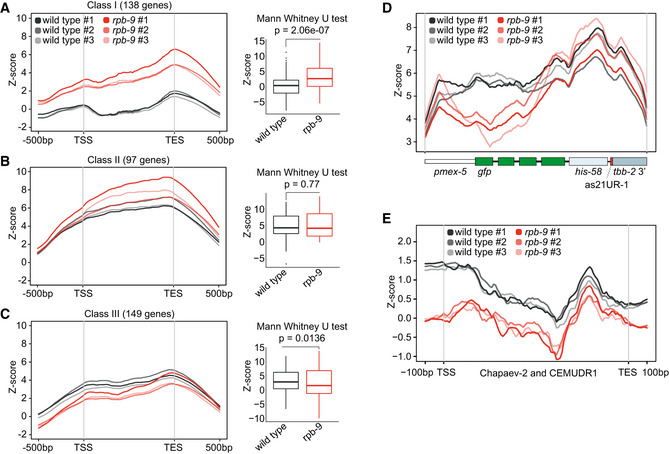
*rpb‐9* affects RNA pol II binding to a subset of genes A–CAnalysis of RNA Pol II binding (RPB‐1/AMA‐1 ChIP‐seq) at upregulated genes in *rpb‐9 (mj261)* mutants, as defined in Fig 3C. Class I: upregulated genes with increased RNA Pol II binding (A); class II: upregulated genes with invariant RNA Pol II binding (B); class III: upregulated genes with reduced RNA Pol II binding (C). *n* = 3 biological replicates are shown per each genotype (polyA‐selected RNA‐seq libraries). Central bands represent the median, boxes represent the 25^th^ and 75^th^ percentiles, and whiskers represent the lowest and highest values, excluding outliers.DRNA Pol II binding profile over the piRNA sensor locus.ERNA Pol II binding profile over the Chapaev‐2 and CEMUDR1 DNA transposons, scaled to 1kb.

We also examined Pol II binding to the upregulated Chapaev‐2 and CEMUDR‐1 transposons, and observed that it was decreased in *rpb‐9* mutants compared with wild type, similarly to the piRNA sensor (Fig 4E).

These results suggested an additional role for *rpb‐9*, possibly uncoupled from its canonical function as RNA Pol II subunit at a subset of endogenous genes. As control, we additionally analyzed Pol II profiles over downregulated genes and observed that the majority of them (94%) displayed reduced (Mann–Whitney *U*‐test, *P* = 7.26e‐5) Pol II binding in *rpb‐9* mutants, as expected given the canonical role of *rpb‐9* in transcription (Fig EV2E).

In order to elucidate novel *rpb‐9* nuclear functions, we set out to identify its protein interactors. To be able to perform an immunoprecipitation followed by mass spectrometry (IP‐MS), we generated an endogenously tagged *rpb‐9::ollas* strain using the CRISPR/Cas9 system (Jiang & Marraffini, 2015; Akay *et al*, 2017). RPB‐9::OLLAS is expressed (Fig EV3A) and does not induce piRNA sensor desilencing (Fig EV3B), suggesting that the protein fusion is functional.

**Figure EV3:**
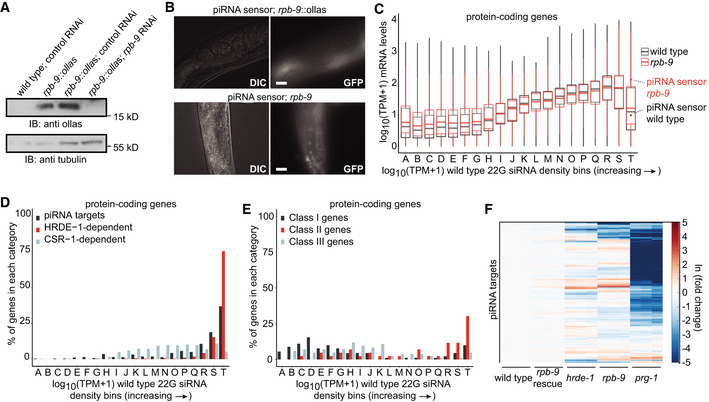
Related to Fig 5 Western blot quantification of the amount of RPB‐9 protein in the *rpb‐9::ollas* line by Western blot. *rpb‐9* RNAi samples are shown for control.Representative DIC and fluorescence microscopy images of piRNA sensor expression in *rpb‐9::ollas (mj604)*. *rpb*‑*9 (mj261)* is shown for control. Scale bar = 20 µm.Transcriptome binning according to increasing 22G siRNA density in wild‐type animals (gray, *n* = 3). Mean normalized *rpb‐9 (mj261)* mRNA reads (red, *n* = 3) are overlaid with mean normalized wild‐type mRNA reads (gray) (total RNA Ribo‐Zero RNA‐seq libraries). The piRNA sensor transcript is highlighted in red *(rpb‐9 (mj261)*) and gray (wild type). Central bands represent the median, boxes represent the 25^th^ and 75^th^ percentiles, and whiskers represent the lowest and highest values, excluding outliers.Distribution of piRNA targets (as defined in Ref. (Bagijn *et al*, 2012) and of HDRE‐1‐ and CSR‐1‐dependent 22G siRNAs across bins as defined in (C)).Distribution of class I, class II, and class III genes (as defined in Fig EV2C–E) across bins as defined in (C)).Cluster analysis of 22G siRNAs mapping to piRNA target genes in wild‐type, *rpb‐9 (mj261)*, *rpb‐9* rescue *(mj261; mjSi70)*, *prg‐1 (n4357),* and *hrde‐1 (tm1200)* animals (5′‐independent small RNA libraries).

In the pull‐down experiment, we found a total of 25 proteins with significantly enriched binding compared to the control (Fig 5A, Welch’s *t*‐test, *P* < 0.05). Four of them were other polymerase subunits: RPB‐1/AMA‐1, already reported to be associating with RPB‐9 to form the DNA‐binding groove of the holoenzyme in human (Acker *et al*, 1997), and RPB‐2, RPB‐5, and RPB‐7, all contacts that were never reported before. Interestingly, other proteins were factors involved in transcription elongation and termination, including the elongation factors SPT‐5 (a component of the DSIF complex), CTR‐9 (a component of the PAF‐1 complex), and EMB‐5 (human SUPT6h homolog), and the early‐termination factor NRD‐1 (human SCAF4 homolog). The identity of these binding partners is consistent with a previously described role for Rpb9 in transcriptional elongation in yeast (Awrey *et al*, 1997; Hemming *et al*, 2000; Van Mullem *et al*, 2002).

**Figure 5:**
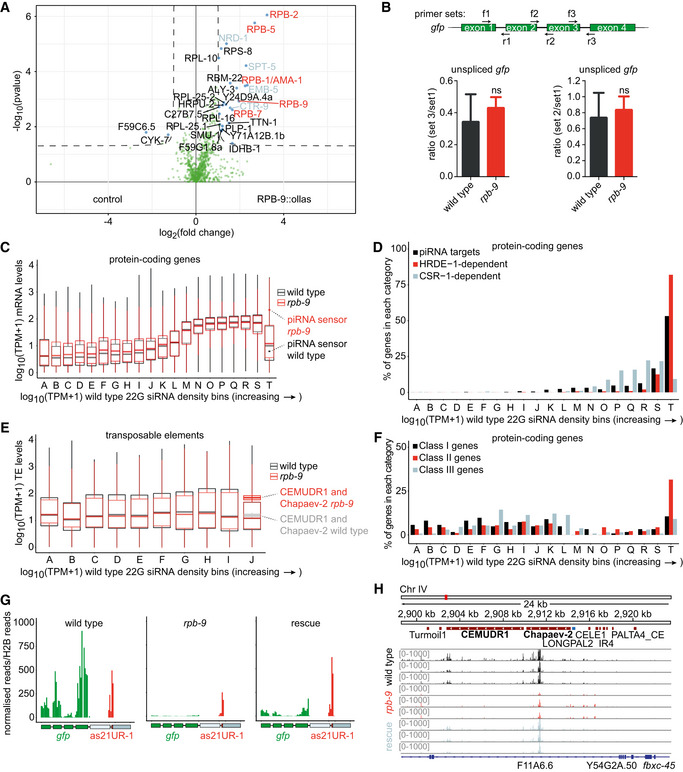
*rpb‐9* is required for the robust production of piRNA pathway‐dependent HRDE‐1‐associated secondary 22G siRNAs Enrichment analysis of RPB‐9‐bound proteins in *rpb*‑*9::ollas (mj604)* versus wild type by IP/MS [*P* ≤ 0.05, log_2_(fold change) > 1 or < −1, Welch’s *t*‐test]. *n* = 4 technical replicates (pooled).Transgene transcript length is not affected in *rpb‐9 (mj261)* mutants. Scheme of the *gfp* unspliced transcript showing the positions of RT–qPCR primers (top) and pairwise ratios (3′ to 5′) of unspliced *gfp* amounts along the transcript as indicated by the primer pairs (bottom) (*n* = 3, error bars represent SD). ns = not significant (two‐tailed *t*‐test).Transcriptome binning according to increasing 22G siRNA density in wild‐type animals (gray, *n* = 3). Mean normalized *rpb‐9 (mj261)* mRNA reads (red, *n* = 3) are overlaid with mean normalized wild‐type mRNA reads (gray) (polyA‐selected RNA‐seq libraries). The piRNA sensor transcript is indicated with red (*rpb‐9 (mj261)*) and gray (wild‐type) dots. Central bands represent the median, boxes represent the 25^th^ and 75^th^ percentiles, and whiskers represent the lowest and highest values, excluding outliers.Distribution of piRNA targets (as defined in Bagijn *et al*, 2012) and of HDRE‐1‐ and CSR‐1‐dependent 22G siRNAs across bins as defined in (C).TE binning according to increasing 22G siRNA density in wild‐type animals (gray, *n* = 3). Mean normalized *rpb‐9 (mj261)* mRNA reads (red, *n* = 3) are overlaid with mean normalized wild‐type mRNA reads (gray) (polyA‐selected RNA‐seq libraries). The CEMUDR1 and Chapaev‐2 transcripts are indicated with red (*rpb‐9 (mj261)*) and gray (wild‐type) box plots. Central bands represent the median, boxes represent the 25^th^ and 75^th^ percentiles, and whiskers represent the lowest and highest values, excluding outliers.Distribution of class I, class II, and class II genes (as defined in Fig 4A–C) across bins as defined in (C)).Distribution of normalized 22G siRNA reads mapping over the piRNA sensor.Distribution of normalized reads mapping over the CEMUDR1 and Chapaev‐2 DNA transposons.

Given these results, we hypothesized that *rpb‐9* could be important for transcriptional elongation of class II and class III genes, and we speculated that premature termination of transcriptional elongation could manifest in *rpb‐9* mutants and result in shorter nascent transcripts and hence in a limited docking platform for the HRDE‐1/22G‐siRNA silencing machinery. In order to test this hypothesis, we designed primers spanning three intron–exon junctions along the *gfp* transgene within the piRNA sensor and measured unspliced *gfp* levels in *rpb‐9* mutants and wild‐type animals by real‐time qPCR. The results show that, although the unspliced transcript is significantly upregulated in *rpb‐9* mutants, the ratios of unspliced *gfp* levels along the transcript (3′ end versus 5′ end) are not significantly different compared with wild type, suggesting that transcriptional elongation at the piRNA sensor locus is in fact efficient in *rpb‐9* animals (Fig 5B). Taken together, these results suggest that the establishment of piRNA‐dependent silencing in *rpb‐9* mutants is defective upstream of nascent transcript synthesis.

### *rpb‐9* is required for robust secondary piRNA pathway‐dependent HRDE‐1‐associated 22G siRNA production

Next, we tested whether the defect in piRNA target silencing in *rpb‐9* mutants was caused by a decrease in the abundance of endogenous secondary 22G siRNAs. Indeed, a strong reduction in the amount of these molecules could explain why reduced or unchanged RNA Pol II binding on class II and class III genes (with wild‐type lengths of nascent transcripts) still results in their upregulation/desilencing.

Endogenous secondary 22G siRNAs are not only mediators of silencing, but they can also counteract it. This is for example the case for CSR‐1‐associated 22G siRNAs, which are the effectors of a protection mechanism against the piRNA‐mediated silencing of germline‐expressed genes (Wedeles *et al*, 2013; Seth *et al*, 2013). We reasoned that, for these targets, high 22G siRNA amounts would correlate with higher gene expression rates. On the other hand, piRNA target genes would display high 22G siRNA amounts but low expression rates. For these reasons, we explored the correlation between mRNA expression levels and endogenous secondary 22G siRNA abundance genome wide. We subdivided the transcriptome into 20 bins (A to T), each containing 857 genes, which were ranked according to their 22G siRNA density in wild type (Fig 5C). We observed a general trend where 22G siRNA density correlated with mRNA expression levels, consistent with the idea that the more an mRNA is expressed, the more 22G siRNAs can be produced for that locus. A notable exception was the last bin (T), corresponding to the genes with the highest 22G siRNAs density (top 5%), but which displayed lower mRNA expression levels. This pattern is consistent with active 22G siRNA‐mediated silencing at high 22G siRNA densities. Interestingly, the mean expression levels of genes in bin T were higher in *rpb‐9* mutants compared with wild type. This suggests that these genes are direct piRNA targets. In further support of this hypothesis, we found that the piRNA sensor belongs to this subset of genes (bin T). Finally, we observed that the highest proportion of piRNA targets (with ≤ 1 mismatch (Bagijn *et al*, 2012)) belong to this bin (Fig 5C and D).

We next explored the correlation between transposable element expression and endogenous 22G siRNA abundance. We generated 10 bins (A‐J), each containing 764 elements, and observed that the upregulated transposons Chapaev‐2 and CEMUDR1 were included in the last bin (J), which contains transposons with high 22G density, but lower expression (top 10%) (Fig 5E). This suggests that Chapaev‐2 and CEMUDR1, similarly to the piRNA sensor, are direct piRNA targets.

Since different AGO proteins bind to different subsets of 22G siRNAs and mediate different outcomes with regard to gene silencing and gene licensing, we then examined how HRDE‐1‐ and CSR‐1‐dependent 22G siRNAs were distributed across the mRNA bins (Fig 5D). We observed that, where 22G siRNA abundance and mRNA expression correlated the most (bins N to S), CSR‐1‐associated 22G siRNAs were present at the highest proportions and the mean expression of the corresponding genes did not change significantly in *rpb‐9* mutants (two‐sample *t*‐test, *P* < 0.05). Conversely, where 22G siRNA abundance and mRNA expression were anticorrelated (high 22G siRNAs but low mRNA expression) (bin T), HRDE‐1‐associated 22G siRNAs were found in the highest proportions and the mean expression of the corresponding genes was higher in *rpb‐9* mutants compared with wild type. These observations support the hypothesis that the genes belonging to this class are direct targets of piRNAs dependent on *rpb‐9* function. Interestingly, when we analyzed how class I, class II, and class III genes were partitioned across the bins, we observed that class II (and to a minor extent class III) genes mostly resided in the last bin (T), in agreement with our hypothesis of them being direct downstream targets of *rpb‐9*‐dependent piRNAs (Fig 5F). Importantly, these observations held true also for the analysis of total RNA libraries (Fig EV3C–E).

As the piRNA sensor belonged to bin T, we examined the distribution of antisense 22G siRNAs mapping to it more closely. We observed that, while *gfp* 22G siRNAs mapping to the piRNA sensor were present at high levels over all exons in wild‐type animals, they were mostly depleted in *rpb‐9* mutants and partially recovered in the rescue strain (Fig 5G), indicating that *rpb‐9* is indeed required to induce the generation of sufficient secondary 22G siRNAs to repress the sensor. We observed a similar trend in secondary 22G siRNAs mapping across the two desilenced transposons Chapaev‐2 and CEMUDR1, confirming that *rpb‐9* is required to suppress their expression via the piRNA‐dependent generation of 22G siRNAs (Fig 5H).

Next, we quantified the density of 22G siRNAs mapping over all piRNA targets (Bagijn *et al*, 2012) and observed that many of these transcripts (33%, 64 genes) were depleted in antisense 22G siRNAs in *rpb‐9* mutants compared with wild type (hypergeometric test, *P* < 0.017) (Fig EV3F). This confirms that *rpb‐9* is required for the production of 22G siRNAs at a subset of piRNA targets. We observed a similar phenotype in *hrde‐1* mutants, although the affected targets did not overlap completely with those of *rpb‐9* animals, in agreement with our transcriptome correlation analysis (Fig 3F). Consistent with a prominent role for *prg‐1* in the generation of piRNAs, *prg‐1* mutants showed an even stronger depletion in 22G siRNAs at piRNA targets. Importantly, the defect of *rpb‐9* mutants was reverted in the *rpb‐9* rescue strain (Fig EV3F). Together, these data indicate that *rpb‐9* is required to produce levels of HRDE‐1‐bound 22G siRNAs that are sufficient to efficiently establish silencing at piRNA target loci.

### *rpb‐9* is required for the generation of mature piRNAs

In wild‐type animals, high levels of endogenous 22G siRNAs are part of a self‐sustaining response initiated by RdRPs upon binding of primary siRNAs, including piRNAs, to complementary transcripts. We therefore decided to measure the amounts of mature piRNAs in *rpb‐9* mutants.

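Mature piRNAs were analysed from a deposited table made from the 5′ dependent small RNA libraries of wild-type, *rpb-9* (*mj261*) and rescue (*mj261; mjSi70*) animals, for which the labels list 3 libraries per genotype. The authors trimmed the reads, aligned them to ce11 with up to 1 mismatch and computed RPM for each piRNA, reads scaled to the size of the library. They deposited log2 of RPM with a pseudocount of 1, as 1 value per genotype, so the spread between libraries is not known and no test across libraries was made. The paper's text does not state how the libraries were combined, and the depth behind each value is unknown. The table holds 4317 of the 15363 annotated piRNA genes, and each of the 4317 is lower in *rpb-9* than in wild type. The share of piRNAs lower in *rpb-9* is therefore fixed by the table, and medians over it describe the piRNAs it lists. Values were converted back to RPM where given in that unit.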

First, we analyzed global mature piRNA levels and found a significant reduction in their expression in *rpb‐9* mutants, which was restored in the rescue strain (Fig 6A, two‐sample *t*‐test *P* < 0.05). 

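Over the 4317 piRNAs of the table, the median log2(RPM + 1) was 1.29 in wild type, 0.45 in *rpb-9* mutants and 1.33 in the rescue strain. The median difference between *rpb-9* and wild type was −0.69 on the log2 scale, with quartiles of −1.44 and −0.28. Counting only the 2265 piRNAs with at least 1 RPM on average, it was −1.40, and a pseudocount of 0.1 gave −1.64. The median difference between rescue and wild type was −0.02, with quartiles of −0.23 and 0.24. Summed over the table, piRNAs reached 91100 RPM in wild type, 21900 RPM in *rpb-9* mutants (24.1% of wild type) and 90300 RPM in the rescue strain (99.0%). In *rpb-9* mutants 465 of the piRNAs were listed at 0, and in the rescue strain 109 were.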

Although this reduction was not as strong as in *prg‐1* mutants (Suen *et al*, 2019), it suggests that *rpb‐9* is required to produce mature piRNAs. We next wondered whether this reduction in expression levels affected all piRNAs or only a subset of them. We thus plotted piRNA expression data along chromosome coordinates in equal bins and observed that all the piRNA species encoded in the two chromosome IV clusters were downregulated in *rpb‐9* mutants compared with wild type (Fig 6B) but were restored in the rescue (Fig EV4A). This suggests that *rpb‐9* controls piRNA production via a single mechanism, possibly independent of sequence variations among single piRNAs.

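Of the piRNAs in the table, 833 lie in the first cluster on chromosome IV, between 4786735 and 6994431 of WBcel235, where 2816 are annotated. Another 3356 lie in the second cluster, between 13543927 and 17199461, where 11388 are annotated. The bounds of the clusters were chosen by hand, and the positions given are those of the outermost piRNAs listed. The median difference between *rpb-9* and wild type was −0.60 in the first cluster and −0.75 in the second on the log2 scale. The median difference between rescue and wild type was 0.06 and −0.04. The rescue strain had more than *rpb-9* mutants of 94.7% of the piRNAs in the first cluster and of 94.5% in the second. Elsewhere on chromosome IV, the 99 piRNAs listed had a median difference of −0.38 between *rpb-9* and wild type. On the other chromosomes, where 29 of 649 annotated piRNAs are listed, it was −0.22, and 89.7% were lower in the rescue strain than in wild type. From the reduction across both clusters, the paper proposes that *rpb-9* controls piRNA production via a single mechanism, possibly independent of sequence variations among single piRNAs.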

**Figure 6:**
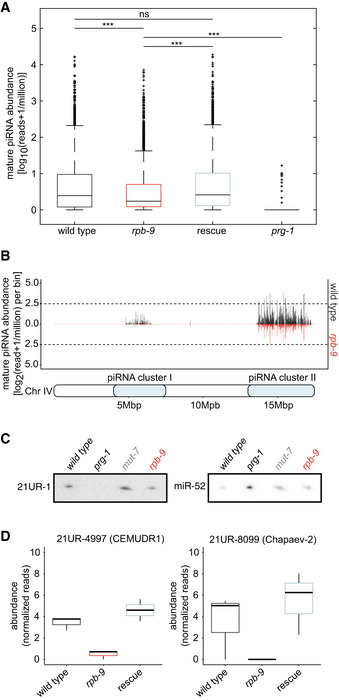
*rpb‐9* is required for the generation of mature piRNAs Expression levels of mature piRNAs in wild‐type, *rpb‐9 (mj261)*, *rpb‐9* rescue *(mj261; mjSi70),* and *prg‐1 (n4357)* animals (*n* = 3, hypergeometric test). Central bands represent the median, boxes represent the 25^th^ and 75^th^ percentiles, and whiskers represent the lowest and highest values, excluding outliers.Mature piRNA expression along chromosome IV coordinates (motif‐dependent piRNA clusters I and II) in wild‐type and *rpb‐9 (mj261)* animals.Northern blot quantification of mature piRNA 21UR‐1 levels in wild‐type, *prg‐1 (n4357)*, *mut‐7 (mj253),* and *rpb‐9 (mj261)* animals.Quantification of the levels of the mature piRNAs 21UR‐4997 and 21UR‐8099 by small RNA sequencing (raw reads normalized to library size, *n* = 3). Central bands represent the median, boxes represent the 25^th^ and 75^th^ percentiles, and whiskers represent the lowest and highest values, excluding outliers.

**Figure EV4:**
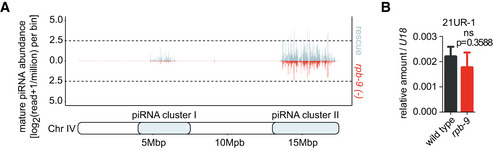
Related to Fig 6 Mature piRNA expression along chromosome IV coordinates (motif‐dependent piRNA clusters I and II) in *rpb‐9 (mj261)* and *rpb‐9* rescue *(mj261; mjSi70)* animals.RT–qPCR quantification of mature piRNA 21UR‐1 levels in wild‐type and *rpb‐9 (mj261)* animals. *n* = 3 biological replicates, mean and SD shown (two‐tailed *t*‐test).

We also quantified the abundance of piRNA 21UR‐1, whose complementary sequence is present within the piRNA sensor. We observed a subtle reduction in the mature levels of this piRNA in *rpb‐9* mutants compared with wild type, both by Northern blotting (Fig 6C) and by RT–qPCR (Fig EV4B). This is likely the primary cause of the observed loss of 22G siRNAs. In agreement with this hypothesis, we observed that, although some 22G siRNAs were still detectable over the 21UR‐1 target site within the piRNA sensor (Fig 5G), their levels were lower than wild type, and 22G siRNA spreading to the rest of the transcript was defective. We observed this previously in other piRNA pathway mutants (Akay *et al*, 2017).

Similarly, the amounts of some of the piRNAs predicted to target the Chapaev‐2 and CEMUDR‐1 transposons were decreased in *rpb‐9* mutants (Fig 6D), confirming that *rpb‐9* represses them via the piRNA pathway. 

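Among the piRNAs of Fig 6D, 21UR-4997 and 21UR-8099 are in the table. 21UR-4997 (WBGene00045722) has the sequence TATGAACAACAAAAAACACAA and lies on the plus strand of chromosome IV of WBcel235 from 15621889 to 15621909, where no other gene is annotated. Its level was 0.463 RPM in wild type, 0.0766 RPM in *rpb-9* mutants and 0.707 RPM in the rescue strain. 21UR-8099 (WBGene00172213) has the sequence TACTTTTTGTGTATCCATTCT and lies on the minus strand of chromosome IV from 5614010 to 5614030, within the protein-coding gene *C39H7.4*. It had 0.326 RPM in wild type and 0.740 RPM in the rescue strain and was listed at 0 in *rpb-9* mutants. A GTTTC sequence, the core of the motif upstream of motif-dependent piRNAs, starts 45 nt upstream of the first and 44 nt upstream of the second. Both were under 1 RPM in each genotype, and with 1 value per genotype the error of these levels is not known.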

All together, these data indicate that *rpb‐9* is required to generate wild‐type levels of mature piRNAs.

### RPB‐9 recruits Integrator at motif‐dependent piRNA loci to terminate transcription

We reasoned that this decrease in the abundance of mature piRNAs in *rpb‐9* mutants would originate from a defect in the production of the corresponding piRNA precursors, so we decided to investigate the role of *rpb‐9* in piRNA loci transcription.

In order to capture all piRNA precursors, we sequenced short capped RNAs from isolated germ nuclei obtained from young adult animals, after separation of chromatin‐bound (nascent) and nucleoplasmic fractions (as described in Beltran *et al*, 2020).

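Short capped RNA was analysed from a deposited table of piRNA precursor sequences from 12 libraries, 2 each of wild-type, *rpb-9* (*mj261*) and rescue (*mj261; mjSi70*) animals in the nascent and the nucleoplasmic fraction. The table lists each distinct sequence of 18 to 75 nt with its reads in a library and a signal that the authors normalized by 1 constant per library, and the paper's text does not state how the constant was set. Each sequence starts 2 nt upstream of the 5′ U of a piRNA, so the 5′ ends are fixed by the table. After removal of 3815 repeated lines, 169195 of 173010 remained. The nascent libraries held 1832545 and 2125043 reads in wild type, 1121176 and 2068349 in *rpb-9* mutants and 949934 and 1644505 in rescue animals. The nucleoplasmic libraries held 1593124 and 577856 reads in wild type, 569465 and 1338405 in *rpb-9* mutants and 1299625 and 1016584 in rescue animals. Those are the reads in the table, and the depth of the libraries is not known. Loci were taken as motif-dependent or motif-independent from their names, because the table has no column for the class. Of 6266 motif-dependent loci, 98.4% lie on chromosome IV and 70.2% have a GTTTC sequence between 30 and 60 nt upstream, against 20.9% and 5.53% of 4899 motif-independent loci. Lengths were compared over distinct sequences, each counted once per library. With 2 libraries per group an exact permutation test cannot give a two-sided p under 0.33, so no p-value is given.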

We found that the amount of both chromatin‐bound (Fig EV5A) and nucleoplasmic (Fig EV5B) motif‐dependent piRNA precursors tended to be lower in *rpb‐9* mutants compared with wild type, perhaps explaining the observed decrease in the levels of motif‐dependent mature piRNAs (Fig 6B) and suggesting that *rpb‐9* could be required for motif‐dependent piRNA loci transcription. 

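At motif-dependent loci, the median log2 ratio of normalized reads (pseudocount 1) between *rpb-9* and wild type was −0.41 for nascent precursors, and 78.9% of 5427 loci were lower in *rpb-9* mutants. With a pseudocount of 0.1 the ratio was −1.49. For nucleoplasmic precursors the median was −0.87 over 1260 loci, but it ranged from −1.79 to 0.81 with each library left out in turn, and was positive without wild-type replicate 1. Over the 426 loci with reads in both genotypes and no pseudocount, chosen after the data had been seen, the median was −0.90 and 74.9% were lower. With each library left out in turn, loci with reads in both genotypes gave −1.54 to −0.21. Between rescue and wild type, the median was −0.28 for nascent precursors, and 68.9% of 5843 loci were lower. In the nucleoplasmic fraction it was 0.91 over 1769 loci, and −0.02 without rescue replicate 2. Over the 587 loci with reads in both genotypes and no pseudocount, chosen after the data had been seen, it was −0.36. With at least 10 reads per locus it was 0.03. A single read in nucleoplasmic rescue replicate 2 counted as 1.75 normalized reads, so the 0.91 depends on loci with few reads and does not show an increase. A single locus, that of 21UR-2844, held 86.0% of the reads of motif-dependent loci in the nascent libraries. It lies at the 5′ end of the small nucleolar RNA gene *T26A8.6* (WBGene00195245, minus strand of chromosome IV, 8428614 to 8428739). Over all motif-dependent loci, nascent libraries summed to 73113 and 161042 normalized reads in wild type, 84725 and 98545 in *rpb-9* mutants and 37925 and 169724 in rescue animals, and the genotypes overlapped. Without loci at small nucleolar RNA and small nuclear RNA genes, an exclusion chosen after the data had been seen, they summed to 18909 and 21430 normalized reads in wild type, 7738 and 9613 in *rpb-9* mutants and 9986 and 11802 in rescue animals. With this exclusion, but not over all motif-dependent loci, both *rpb-9* libraries and both rescue libraries lay below both wild-type libraries by more than the difference between replicates. The nucleoplasmic libraries summed over all motif-dependent loci to 48658 and 25621 in wild type, 64287 and 23122 in *rpb-9* mutants and 60774 and 92100 in rescue animals, and with the exclusion to 10831 and 7499 in wild type, 6359 and 3035 in *rpb-9* mutants and 7172 and 11104 in rescue animals. From the lower amounts of motif-dependent precursors, the paper proposes that *rpb-9* could be required for transcription of motif-dependent piRNA loci.

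**Figure D3:**
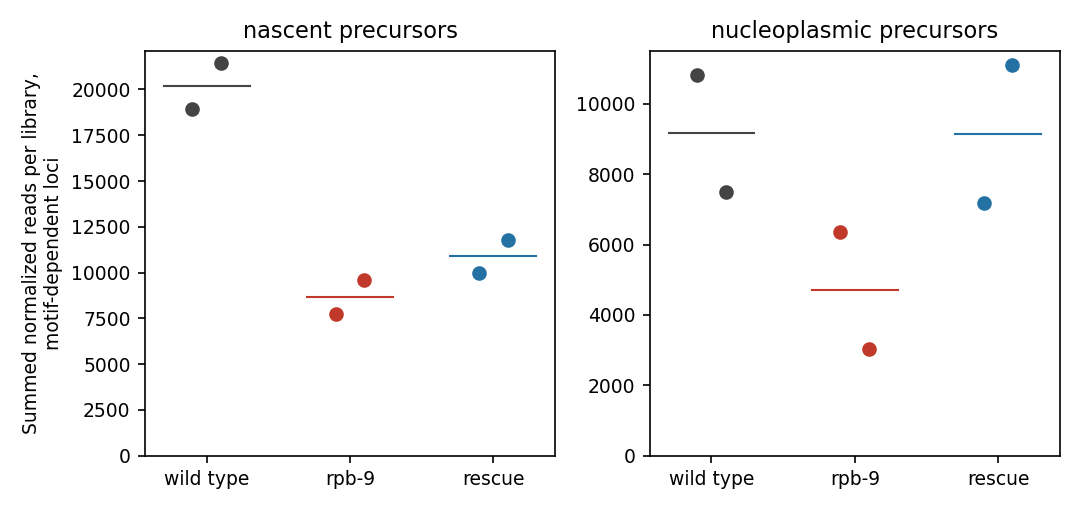
Normalized reads summed over motif-dependent loci in each nascent (left) and nucleoplasmic (right) library without small nucleolar and small nuclear RNA loci, with 1 point per library and a line at the mean. The nascent *rpb-9* libraries lie at 7738 and 9613 and the wild-type libraries at 18909 and 21430.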

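The 4356 motif-independent loci with nascent precursors in either genotype had a median log2 ratio of 0.24 between *rpb-9* and wild type, and 37.6% of them were lower in *rpb-9* mutants. Over 1114 loci in the nucleoplasmic fraction the median was 0.79, but −0.50 without *rpb-9* replicate 1. The rescue animals had medians of 0.21 and 1.01 against wild type in the nascent and nucleoplasmic fractions, but the nascent value ranged from −0.02 to 0.34 with each library left out in turn and was negative without rescue replicate 2. Over nucleoplasmic loci with reads in both genotypes and no pseudocount, chosen after the data had been seen, the medians were −0.16 for *rpb-9* and 0.12 for rescue. The 0.79 and 1.01 therefore depend on loci with few reads. A locus at the small nucleolar RNA gene *W04D2.7* (WBGene00014541, chromosome V, 12491280 to 12491346), which lies within *inx-11*, held between 79.1% and 92.9% of the motif-independent reads of each nucleoplasmic library. Over all motif-independent loci, the nascent libraries summed to 229365 and 295319 normalized reads in wild type, 231342 and 296940 in *rpb-9* mutants and 281155 and 268202 in rescue animals, so *rpb-9* and wild type overlapped. Without loci at small nucleolar RNA and small nuclear RNA genes, an exclusion chosen after the data had been seen, they summed to 103425 and 109551 normalized reads in wild type, 140268 and 182453 in *rpb-9* mutants and 177803 and 157553 in rescue animals. The nucleoplasmic sums over all motif-independent loci were 2572814 and 1234349 in wild type, 551147 and 1999556 in *rpb-9* mutants and 1249661 and 1688616 in rescue animals. With the exclusion they were 155182 and 74561 in wild type, 88720 and 143948 in *rpb-9* mutants and 208850 and 164228 in rescue animals, and *rpb-9* and wild type overlapped in both.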

We did not observe this trend for motif‐independent piRNA precursors, indicating that *rpb‐9* does not appear to be required for their transcription (Fig EV5C and D).

**Figure EV5:**
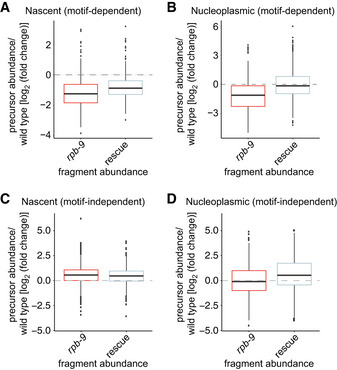
Related to Fig 7 Motif‐dependent nascent piRNA precursor abundance in *rpb‐9* (*mj261*) and rescue *(mj261; mjSi70)* animals relative to wild type (*n* = 2).Motif‐dependent nucleoplasmic piRNA precursor abundance in *rpb‐9* (*mj261*) and rescue *(mj261; mjSi70)* animals relative to wild type (*n* = 2).Motif‐independent nascent piRNA precursor abundance in *rpb‐9* (*mj261*) and rescue *(mj261; mjSi70)* animals relative to wild type (*n* = 2).Motif‐independent nucleoplasmic piRNA precursor abundance in *rpb‐9* (*mj261*) and rescue *(mj261; mjSi70)* animals relative to wild type (*n* = 2). Central bands represent the median, boxes represent the 25^th^ and 75^th^ percentiles, and whiskers represent the lowest and highest values, excluding outliers.

The process of transcription depends on the tight regulation of initiation, elongation, and termination. Previous studies in yeast have shown that Rpb9 both modulates the selection of the TSS and is involved in the elongation of transcription: In cells lacking Rpb9, the population of TSSs is shifted upstream at a subset of promoters (Furter‐Graves *et al*, 1994; Hull *et al*, 1995; Sun *et al*, 1996), and in *in vitro* elongation assays, an RNA Pol II complex lacking Rpb9 pauses at intrinsic elongation blocks at a lower frequency compared with wild type (Hemming *et al*, 2000).

In order to understand whether *rpb‐9* was required for precise initiation and/or elongation of transcription at piRNA genes, we examined the length of all piRNA precursors. We noticed that the median precursor length in *rpb‐9* mutants was higher than the median in wild type for both nascent and nucleoplasmic species and that this defect was reverted in the rescue (Figure 7A). 

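Over all loci, the median length of nascent precursors was 31 and 31 nt in the wild-type libraries, 34 and 33 nt in the *rpb-9* libraries and 30 and 30 nt in the rescue libraries. In the nucleoplasmic fraction it was 31 and 30 nt, 35 and 36 nt, and 32 and 29 nt. The *rpb-9* libraries were thus longer than the wild-type libraries by 2.5 nt in the nascent and 5.0 nt in the nucleoplasmic fraction, more than the 0.707 nt SD between replicates. Weighting sequences by their reads gave −17 nt in the nascent fraction, where small nucleolar RNA loci hold much of the reads, and −1 nt without those loci. Motif-dependent precursors, which are shorter than motif-independent ones, made up 47.9% and 46.7% of the nascent sequences in wild type and 28.1% and 28.7% in *rpb-9* mutants. Among motif-dependent loci alone, the nascent medians were 29 and 29 nt in wild type, 31 and 31 nt in *rpb-9* mutants and 27 and 27 nt in rescue animals. At motif-independent loci they were 35 and 35 nt, 35 and 34 nt, and 33 and 33 nt. Per locus, the median shift between *rpb-9* and wild type was 0.0 nt over 5722 loci in the nascent fraction, with 48.1% of loci longer and 40.6% shorter, and 0.5 nt over 814 loci in the nucleoplasmic fraction. Over motif-dependent loci it was 1.0 nt in both fractions, over 2688 and 426 loci, and 54.5% of the former were longer. Weighted by reads, the motif-dependent shift was 0 nt in both. Between the wild-type replicates the shift was 0.0 nt.

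**Figure D4:**
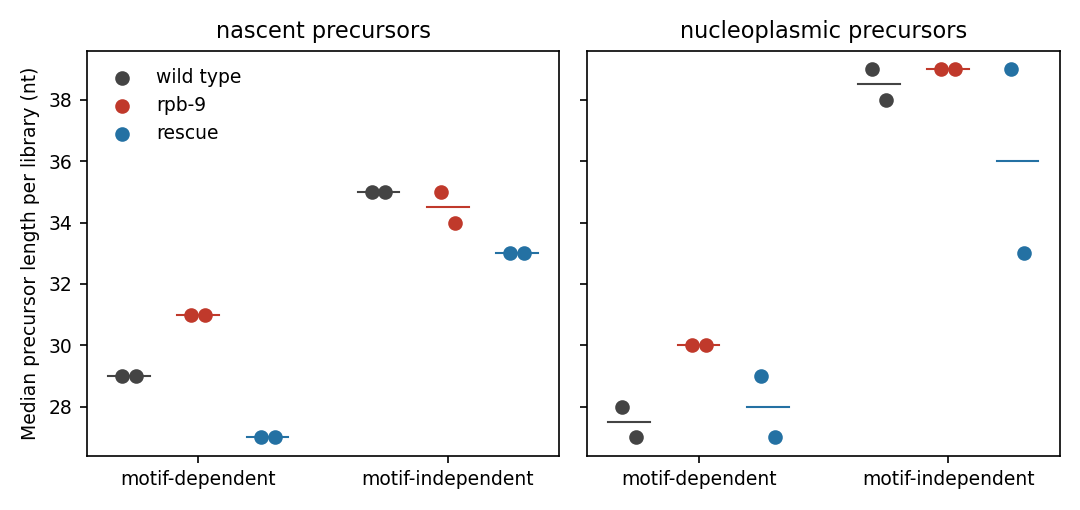
Median precursor length (nt) in each nascent (left) and nucleoplasmic (right) library, at motif-dependent and motif-independent loci, with 1 point per library and a line at the mean. The motif-dependent *rpb-9* libraries lie at 31 nt in the nascent and 30 nt in the nucleoplasmic fraction, above each wild-type library.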

In wild‐type animals, the length distribution of nascent piRNA precursors is bimodal, with peaks at 26 nt and 45 nt (Fig 7B and C, Beltran *et al*, 2020). 

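Peak positions were taken from kernel densities of 2000 subsamples of 5000 nascent sequences, as the maxima between 18 and 38 nt and between 38 and 65 nt, windows chosen after the lengths had been seen. Over all loci in wild type, the first peak had a median position of 24.6 nt (quartiles 24.3 and 24.9). A second maximum was found in 9.3% of the subsamples, at 44.5 nt (quartiles 43.9 and 45.3). At motif-dependent loci the first peak lay at 25.1 nt and the second at 44.9 nt, the latter found in 79.0% of the subsamples. The first peak lay at 24.6 nt in wild-type replicate 1 and at 23.7 nt in replicate 2.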

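Across nascent precursors of *rpb-9* mutants, the first peak over all loci had a median position of 27.5 nt (quartiles 26.3 and 28.3), and lay at 28.7 nt in replicate 1 and 27.8 nt in replicate 2. The second maximum was found in 3.05% of the subsamples, at 47.5 nt. At motif-dependent loci the peaks lay at 28.1 nt and 49.5 nt, both found in 100.0% of the subsamples. The first peak of each *rpb-9* library was longer than that of each wild-type library.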

In *rpb‐9* mutants, the length distribution is still bimodal, but both peaks are shifted to ~28 nt and ~47 nt, respectively (Fig 7B and C). Similarly, also the length distribution of nucleoplasmic piRNA precursors is shifted in *rpb‐9* mutants (Fig 7D). 

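The nucleoplasmic table held 4483 wild-type sequences, too few for subsamples of 5000, so the wild-type peak was taken from all of them. It lay at 25.8 nt in wild type, with 26.4 nt in replicate 1 and 25.1 nt in replicate 2. In *rpb-9* mutants it lay at 28.9 nt, with 29.1 nt in replicate 1 and 28.5 nt in replicate 2. In subsamples of 1000 sequences from motif-dependent loci, the first peak lay at 26.6 nt in wild type and 28.5 nt in *rpb-9* mutants.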

In both cases, the length defect is recovered in rescue animals (Fig 7B–D).

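For rescue animals, the first peak of nascent precursors had a median position of 23.8 nt over all loci (quartiles 23.6 and 24.0), and 24.1 nt at motif-dependent loci. The second maximum was found in 10.4% of the subsamples over all loci, at 44.1 nt, and in 100.0% at motif-dependent loci, at 47.0 nt. In the nucleoplasmic fraction the first peak lay at 26.2 nt, with 26.8 nt in replicate 1 and 25.6 nt in replicate 2. Per locus, the median shift between rescue and wild type was −0.5 nt over 6599 loci in the nascent fraction and 0.0 nt over 1041 loci in the nucleoplasmic fraction.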

**Figure 7:**
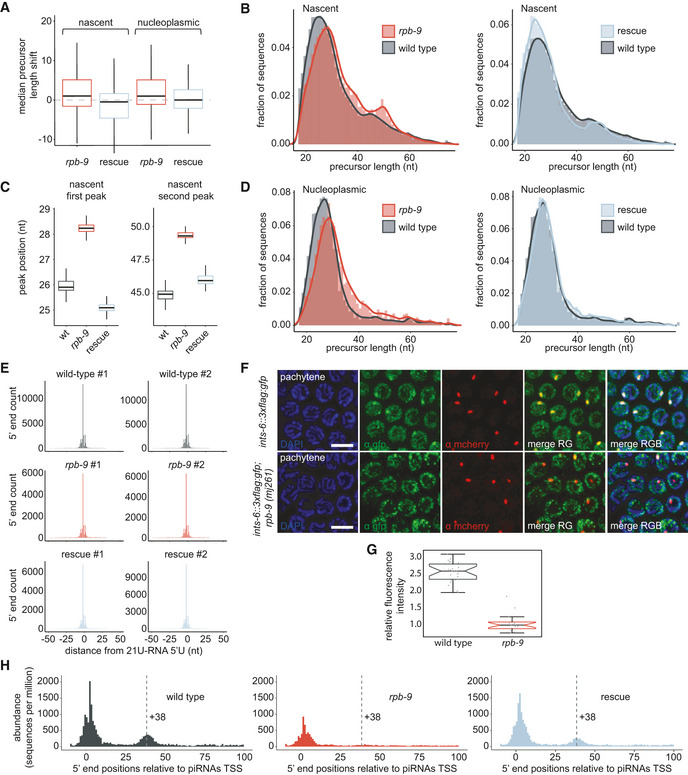
*rpb‐9* is required for transcription termination at piRNA loci Median precursor length shift of nascent (left) and nucleoplasmic (right) piRNA precursors in *rpb‐9 (mj261)* mutants and rescue *(mj261; mjSi70)* animals compared with wild type (*n* = 2). Central bands represent the median, boxes represent the 25^th^ and 75^th^ percentiles, and whiskers represent the lowest and highest values, excluding outliers.Distribution of nascent piRNA precursor lengths in *rpb‐9 (mj261)* and rescue *(mj261; mjSi70)* animals compared with wild type.Peak positions of nascent piRNA precursor length distributions in 2,000 subsamples of 5,000 precursor sequences sampled without replacement. Central bands represent the median, boxes represent the 25^th^ and 75^th^ percentiles, and whiskers represent the lowest and highest values, excluding outliers.Distributions of nucleoplasmic piRNA precursor lengths in *rpb‐9 (mj261)* and rescue *(mj261; mjSi70)* animals compared with wild type.Distribution of 5′ ends of short capped RNA reads mapping to motif‐dependent piRNA loci. Total counts of read 5′ ends mapping within a 50‐bp window of motif‐dependent piRNA loci, aggregated by position relative to 21U‐RNA 5′ U sites. A comparable enrichment of reads initiating 2 nt upstream of 21U‐RNA 5′ U sites is observed across replicates and genotypes.
*rpb‐9* recruits Integrator at piRNA loci. Representative single‐plan immunofluorescence images of Integrator (ints‐6::GFP) and PRDE‐1 (prde‐1::mCherry) localization in wild‐type and *rpb‐9 (mj261)* animals. Scale bar = 5 µm.Co‐localization analysis of PRDE‐1::mCHERRY and INTS‐6::GFP foci in wild‐type and *rpb‐9* (mj261) animals. Central bands represent the median, notches represent the confidence interval around the median, boxes represent the 25^th^ and 75^th^ percentiles, and whiskers represent the lowest and highest values, excluding outliers. *n* (nuclei/genotype) > 16 (Welch’s *t*‐test, *P* = 1.7e‐17).Positions of unique 5′ monophosphate small RNA reads mapping at piRNA promoters after removal of reads > 15 nt initiating at annotated piRNA 5′ U sites. The average signal is normalized to sequences per million of mapped reads.

Drawing a parallel from the aforementioned observations in yeast, the presence of longer piRNA precursors in *rpb‐9* mutants could be a consequence of the selection of an upstream TSS or of a defect in elongation/termination. In order to test whether TSS selection at piRNA loci depends on RPB‐9, we analyzed the distribution of the 5′ ends of short capped RNA reads. For both wild‐type and *rpb‐9* animals, as well as for rescue individuals, we observed an enrichment of reads initiating 2 nt upstream of piRNAs U sites, suggesting that TSS selection is not impaired in *rpb‐9* mutants and that the increase in piRNA precursor length is rather due to a defect in 3′ end formation (Fig 7E).

At piRNA loci, termination of transcription is associated with promoter‐proximal RNA Pol II pausing at AT‐rich “termination signals” (Beltran *et al*, 2019) and depends on the 3′ end cleavage activity of the Integrator complex (Beltran *et al*, 2020). In order to understand whether *rpb‐9* could be required to recruit Integrator at piRNA genes to promote termination, we crossed our *rpb‐9* mutants with animals in which the core Integrator subunit INTS‐6 and the piRNA biogenesis factor PRDE‐1 are endogenously tagged with GFP (Gómez‐Orte *et al*, 2019) and mCherry (Weick *et al*, 2014), respectively, and analyzed Integrator localization via immunostaining. In wild‐type animals, the Integrator complex localizes throughout the nucleus, but accumulates specifically on piRNA genes, as indicated by the presence of INTS‐6 clouds and their co‐localization with PRDE‐1 signals (Fig 7F and G, Beltran *et al*, 2020). In *rpb‐9* mutants, Integrator is still homogeneously distributed in the nucleus, but the accumulation clouds are lost, and INTS‐6/PRDE‐1 co‐localization is significantly decreased (Fig 7F and G) (*P* = 1.7e‐17, Welch’s *t*‐test). This indicates that RPB‐9 is required to physically recruit the Integrator complex at piRNA loci, where its cleavage activity is necessary to terminate transcription of piRNA precursors.

To confirm this conclusion, we examined our samples for the presence of ~20 nt long 3′ nascent RNA cleavage fragments, a signature of Integrator activity, downstream of 21U‐RNAs. Consistent with a role for *rpb‐9* in recruiting Integrator, we observed a marked decrease in the abundance of these fragments at the termination region (around the +38 nucleotide position from the TSS) in *rpb‐9* mutants compared with wild type (Fig 7H).

In conclusion, these data indicate that RPB‐9 is required to promote transcription termination at motif‐dependent piRNA genes by physically recruiting the Integrator complex at the 3′ ends of nascent RNAs upon RNA Pol II backtracking.

## Discussion

Initiation of piRNA pathway‐mediated repression depends on the faithful transcription of piRNA loci. Here, we have characterized the contribution of the RNA Pol II subunit RPB‐9 to this process. We have shown that *rpb‐9* is required to promote efficient transcription termination at motif‐dependent piRNA loci by physically recruiting the Integrator complex and eliciting Integrator‐dependent cleavage of the 3′ end of nascent transcripts, and demonstrated that this activity is required to exert proper repression of two DNA transposon families, as well as a subset of somatic genes, in the germline. Mechanistically, a functional RPB‐9 protein is required to produce a sufficient amount of mature piRNAs to ensure the generation of high levels of HRDE‐1‐dependent secondary 22G siRNAs, which target complementary transcripts and thereby induce their silencing (Fig 8).

**Figure 8:**
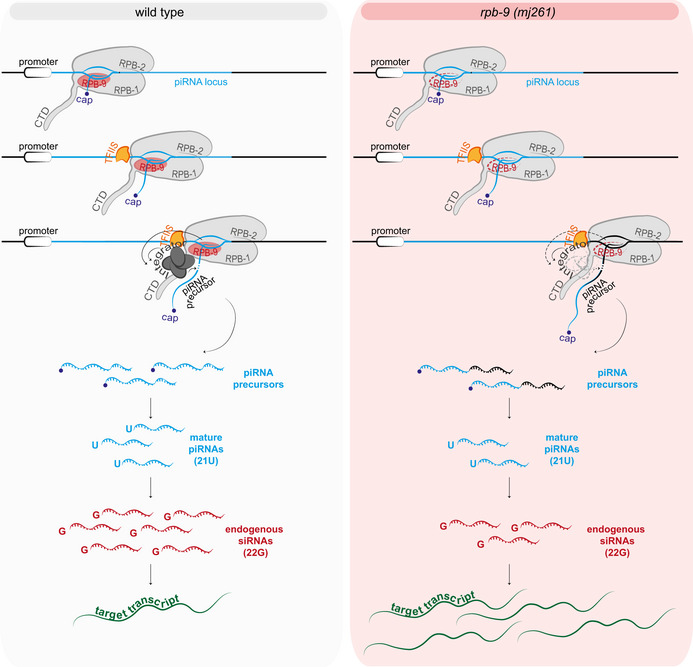
Model of RPB‐9 function In wild‐type animals, RPB‐9 promotes Integrator‐dependent cleavage of nascent motif‐dependent piRNA precursors. piRNA precursors are then processed into mature piRNAs, which trigger a potent 22G siRNA amplification response. As a result, complementary target transcripts are silenced. In *rpb‐9* mutants, transcription termination is defective and leads to longer piRNA precursors. As a consequence, the amount of mature piRNAs is decreased and the amplification response impaired. Target transcripts fail to be silenced.

Interestingly, a relatively modest decrease in mature piRNA levels in *rpb‐9* mutants is sufficient to provoke a drastic reduction in the amounts of endogenous secondary 22G siRNAs antisense to piRNA target loci. This is consistent with the fact that the piRNA pathway relies heavily on amplification mechanisms and small RNA thresholds to establish silencing. Because of this, it is possible that genes targeted by low‐abundance piRNAs are more sensitive to small changes in their amounts, and hence more susceptible to desilencing. Indeed, this seems to be the case for the Chapaev‐2 and CEMUDR1 DNA transposon families, which are targeted by lowly‐abundant piRNAs and show a strong desilencing phenotype in our mutants. Chapaev‐2 and CEMUDR1 are also desilenced in *prg‐1* (Bagijn *et al*, 2012) and *hrde‐1* (Akay *et al*, 2017) mutants, in agreement with our conclusion that *rpb‐9* functions upstream of both these components in the piRNA pathway. However, this is not the case in *prde‐1* mutants; *prde‐1*, like *rpb‐9*, is also required for the transcription of motif‐dependent piRNA loci (Weick *et al*, 2014). We speculate that this discrepancy is due to the fact that PRDE‐1 and RPB‐9 perform different molecular functions in the context of piRNA loci transcription. While PRDE‐1 defines the site of piRNA precursor generation, thereby influencing transcription initiation, RPB‐9 is required for transcription termination. Impaired 3′ end formation may affect different piRNA loci to different extents. As mentioned above, piRNA‐dependent transposon repression relies on specific small RNA thresholds: In this particular case, even minor differences in the abundance of certain mature piRNAs in *rpb‐9* versus *prde‐1* mutants could result in profound differences in their effects on repression of the same target.

An interesting observation is that the termination defects of *rpb‐9* mutants are not detectable at deregulated genes other than at piRNA loci, suggesting that RPB‐9, a conserved RNA Pol II subunit, may fulfill a very specific role in *C.* *elegans*. Perhaps RPB‐9 is part of an ancient network, which, together with SNPC‐4 (Kasper *et al*, 2014) and the USTC complex (Weng *et al*, 2019), has been recruited to direct transcription at piRNA loci. The recent discovery that motif‐dependent piRNA units share evolutionary similarities with the highly conserved snRNA genes (Beltran *et al*, 2019), together with the fact that transcription of both these types of loci depends on the Integrator complex (Uguen & Murphy, 2003; Baillat *et al*, 2005; Ezzeddine *et al*, 2011; Ezzeddine *et al*, 2012) (Beltran *et al*, 2020), seem to favor this hypothesis. Whether *rpb‐9* is required for transcription termination of snRNA genes in *C.* *elegans* is currently unknown, but we did not observe a significant reduction in the expression levels of most snRNAs in *rpb‐9* mutants, which indicates that RPB‐9 is not essential for their transcription.

Studies in yeast have shown that Rpb9 is located at the tip of the “jaws” of the RNA Pol II complex, proposed to clamp the DNA downstream of the enzyme active site (Cramer *et al*, 2001; Gnatt *et al*, 2001). Despite this remarkable feature, deletion of Rpb9 in yeast does not lead to cell death (Woychik *et al*, 1991), but only to minor transcriptomic changes in metabolism‐related genes (Hemming *et al*, 2000), suggesting that Rpb9 is an accessory subunit in this organism. To understand whether this was also the case in *C.* *elegans*, we initially set out to generate complete knockout mutant animals via the CRISPR/Cas9 technology. Although we were able to observe heterozygous editing events upon sgRNA injections in the germline, our attempts at recovering *rpb‐9* homozygous knockout mutants in the F2 progeny failed. This suggests that, similarly to rpb9 in *D. melanogaster*, *rpb‐9* could in fact be essential in *C.* *elegans*. The mutant we discovered in our screen may produce either a truncated protein that retains some functionality or full‐length protein at very low levels due to translational read‐through at the predicted premature stop codon.

We have shown that *S.* *cerevisiae* Rpb9 and *C.* *elegans* RPB‐9 share sequence identity at the two identified domains. In yeast, the N‐terminal domain of Rpb9 has been shown to influence TSS selection, while the C‐terminal domain has been reported to be involved in intrinsic transcript cleavage (Hemming *et al*, 2000). In our *rpb‐9* mutants, a truncated but partially functional RPB‐9 protein might explain why TSS selection is not affected, but transcriptional termination is. Indeed, the mutation we discovered in our screen is predicted to interrupt translation within the TFIIS C domain, but leaves the RPOL9 domain intact, suggesting that the both RPOL9 and TFIIS C domains may perform conserved functions in *S. cerevisiae* and *C.* *elegans*.

The conservation between the C‐terminal domains of Rpb9 and tfiis in yeast has prompted *in vitro* studies with purified proteins. These early reports show that RNA Pol II ternary complexes lacking Rpb9 are defective in their response to TFIIS‐stimulated read‐through past an elongation block. They also suggest that the absence of Rpb9 does not affect the intrinsic cleavage ability of RNA Pol II nor its binding to TFIIS and that the addition of purified Rpb9 *in trans* restores the response of the complex to TFIIS (Awrey *et al*, 1997). It was thus proposed that Rpb9 might transmit a molecular signal from TFIIS to the RNA Pol II active site. Further genetic analyses in yeast supported this hypothesis (Hemming *et al*, 2000; Van Mullem *et al*, 2002). More recently, it has been shown that the association between Pol II and TFIIS is in fact perturbed in Rbp‐9 mutant yeast (Sigurdsson *et al*, 2010).

We have shown here that the C‐terminal domains of RPB‐9 and TFIIS are conserved also in *C.* *elegans*. According to our study, RPB‐9 is required to promote Integrator‐mediated cleavage of the nascent transcript upon RNA Pol II backtracking at motif‐dependent piRNA loci. Concomitantly, (Beltran *et al*, 2020) have reported a similar role for TFIIS. The fact that piRNA precursors are longer but can still be cleaved in *rpb‐9* animals could perhaps indicate that TFIIS is still functional in these mutants, but not sufficient on its own to promote timely transcription termination. The same line of thought applies to *tfiis* mutants, which can terminate transcription, possibly thanks to a functional RPB‐9 subunit, but do so in a defective manner (Beltran *et al*, 2020). Given these observations, we believe that it is possible that RPB‐9 and TFIIS cooperate in the recruitment of Integrator activities to terminate transcription at piRNA loci. Supporting this hypothesis, offspring of double *tfiis;rpb‐9* mutants display a maternal‐effect embryonic‐lethal phenotype (Appendix Fig S3). This result suggests that, indeed, *rpb‐9* and *tfiis* are genetic interactors and may play a role in the same pathway. The lethal phenotype, however, prevented further molecular analyses of this mutant.

Overall, our study sheds new light on how the piRNA pathway utilizes a core RNA Pol II subunit to guarantee high‐fidelity transcription termination.

## Materials and Methods

### *C. elegans* culture

*Caenorhabditis elegans* were grown under standard conditions (Brenner, 1974) at 20 °C using the *Escherichia coli* strain HB101 as a food source. Genetic crosses were performed by mating males and females in a 5:1 ratio. All strains are listed in Appendix Table S1.

### *C. elegans* transgenics—CRISPR injections

RPB‐9 C‐terminus was tagged with an Ollas peptide by injecting wild‐type N2 young adult animals with a mixture of target gene HR template (IDT oligos) (1 mg/ml), target gene CRISPR gRNA (Amersham Biosciences) (8 mg/ml), dpy‐10 CRISPR gRNA (Amersham Biosciences) (2 mg/ml) as a marker, and His‐Cas9 (in‐house bacterial purification) (5 mg/ml) in a buffer comprising 10 mM KCL and 10 mM Tris–HCl pH: 8.0. Animals showing dumpy phenotype in the first generation after injection were screened for homozygous ollas tag insertion and backcrossed 3 times with the wild‐type N2 strain to get rid of CRISPR off target effects. Genotyping primers and CRISPR oligos are listed in Appendix Table S2.

### *C. elegans* transgenics—mosSCI injections

For targeted single‐copy transgene insertion, a mix of 20 ng/μl transgene construct, 50 ng/μl Mos transposase JL43, and 5 ng/μl for each co‐injection marker (myo‐2::mcherry::unc‐54 and myo‐3::mcherry::unc‐54, or GFP markers as appropriate) was prepared and centrifuged for 30 min at 15,700 *g* at 4°C. Microinjection pads consisted of 2% agarose flattened onto a cover slip. Prior to microinjections, a pad was moistened by gently exhaling onto it, then a drop of halocarbon oil 700 (Sigma‐Aldrich) was added to it. Young adult animals of the appropriate strain were transferred into the oil using an eyelash pick and flattened to the surface. Injections into gonad arms were performed using an Olympus IZ71 microscope equipped with an Eppendorf micromanipulator, FemtoJet injection rig, and Transfer Man joystick (Eppendorf). After injection, animals were left to recover in M9 medium, then transferred to individual plates, and left to recover overnight at 20°C. For selection of integrants, plates were placed at 25°C and offspring were assessed for moving unc‐119 rescue animals after 3 and again after 4 days. Once plates with motile animals had starved, they were chunked onto a new plate and any moving animals lacking the co‐injection marker were singled onto individual plates. A maximum of ten individual animals was picked from each parental plate. Offspring were screened or re‐individualized for the absence of any Unc phenotype to generate homozygous lines. Transgene integration was validated by PCR of the insertion locus and transgene and, if applicable, by expression of a fluorescent protein. Details of the Mos system and selection process are described in Frøkjaer‐Jensen *et al* (2008, 2012).

### piRNA sensor EMS screen

After EMS treatment following standard protocols (Brenner, 1974), F2 or F3 offspring of mutagenized animals were sorted using a Copas Biosort large‐particle sorter as described in Bagijn *et al* (2012). Further details are as described previously (Ashe *et al*, 2012). Chromosome mapping and genotyping of mutations are described in Weick *et al* (2014).

### Cloning of mosSCI plasmids

Plasmid constructs were generated performing Multi‐Site Gateway Cloning (Invitrogen) according to manufacturer’s instructions. pDONR entry constructs were made either by amplifying the gene of interest including exons from genomic DNA, or by amplifying the spliced transcript from wild‐type cDNA. All pDONR entry clones were confirmed by sequencing. pDEST vectors after LR reactions were confirmed by colony PCR on corresponding bacterial clones and by expression of transgene after injection into *C.* *elegans*. pDEST *C.* *elegans* expression constructs are detailed in Frøkjær‐Jensen *et al* (2012).

### piRNA sensor imaging

Representative single‐plan images were acquired on a Leica SP8 confocal microscope at 63X magnification. Immobilized live animals were used.

### Transgenerational memory assay

Three L4 larvae per genotype were plated on gfp RNAi‐expressing bacteria (5 replicates) or empty vector L4440 bacteria (3 replicates). G1 animals were analyzed under a fluorescence microscope, and one silenced animal per replicate per genotype was plated onto standard HB101 bacteria. At each generation, one silenced animal was singled from each plate to produce the next generation, and the remaining adult progeny was analyzed under a Kramer FBS10 fluorescence microscope. Animals were collected in M9, washed twice, quickly fixed in 70% ethanol, and deposited onto a glass slide coated with a 2% agarose pad. At least 50 animals per replicate per genotype were counted at each generation. Germline nuclear GFP brightness was categorically scored as on or off.

Representative images were taken on a DM6B fluorescence microscope (Leica) with a motorized stage and a Leica DFC9000 GT CCD camera. Exposures: DIC 25 msec, GFP 500 msec. 40× magnification.

### RNA extraction and real‐time quantitative PCR of spliced and unspliced mRNAs

Total RNA was extracted using TRIzol reagent (Ambion, Life Technologies) and treated with Turbo DNase Kit (Invitrogen) according to the manufacturer’s instructions. 500 ng of RNA was reverse‐transcribed with random hexamers (Invitrogen) at 50°C for 1 h using SuperScript III reverse transcriptase (Thermo Fisher). Control reactions lacking enzymes were systematically run in parallel as negative controls. Real‐time quantitative PCR was performed on 1 ml of diluted RT reactions (1/5) using SYBR Green Kit (Life Technologies) on a OneStepPlus Thermocycler (Thermo Fisher). All samples were run in duplicates. Expression levels were normalized to the reference gene *cdc‐42*. Primer sequences are listed in Appendix Table S3.

### Cloning of the RPB‐9 RNAi plasmid

The RPB‐9 RNAi plasmid was constructed by cloning a 500‐bp fragment containing most of the RPB‐9 cDNA sequence into the L4440 RNAi feeding vector (Timmons & Fire, 1998) via Gibson assembly following the manufacturer’s protocol. Briefly, 50 ng of the *rpb‐9* insert was added to 50 ng of EcoRI‐digested L4440 vector and incubated in Gibson master mix for 1 h at 50°C. 1 μl of the Gibson reaction was transformed into 50 μl of Dh5α chemically competent bacteria (NEB) and plated onto ampicillin‐resistant plates. Resistant colonies were screened for correct insertions by the Sanger sequencing with the M13 forward primer and an in‐house reverse primer (GGCCTTTTGCTCACATGTTC). The following sequence was synthesized as g‐Block (IDT): **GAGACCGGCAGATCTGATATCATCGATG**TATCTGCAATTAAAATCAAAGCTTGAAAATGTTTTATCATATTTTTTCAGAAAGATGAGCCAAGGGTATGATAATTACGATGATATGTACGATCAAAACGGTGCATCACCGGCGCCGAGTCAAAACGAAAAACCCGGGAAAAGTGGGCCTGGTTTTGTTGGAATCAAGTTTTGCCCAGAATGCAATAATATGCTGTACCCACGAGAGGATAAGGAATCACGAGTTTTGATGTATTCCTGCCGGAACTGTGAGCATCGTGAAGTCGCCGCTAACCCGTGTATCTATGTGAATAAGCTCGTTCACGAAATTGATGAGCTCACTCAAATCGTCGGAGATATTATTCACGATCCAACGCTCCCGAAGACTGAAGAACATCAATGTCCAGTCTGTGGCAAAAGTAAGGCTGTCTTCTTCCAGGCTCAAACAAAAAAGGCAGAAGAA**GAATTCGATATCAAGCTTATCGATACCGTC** (bold: L4440 homology arms, which flank an EcoRI restriction site in the backbone L4440 vector).

### Western blotting

Western blotting of RPB‐9 in the *rpb‐9 (mj261)* and *rpb‐9* rescue *(mj261; mjSi70)* (Fig EV1A) was performed using a human anti‐RPB‐9 (NBP1‐92344, Novus Biologicals) antibody and a mouse anti‐tubulin (clone DM1A, Sigma) antibody.

Western blotting of RPB‐9 in the *rpb‐9::ollas* line (Fig EV3A) was performed using a mouse anti‐tubulin (clone DM1A, Sigma) antibody and a rat anti‐ollas (NBP1‐06713, Novus Biologicals) antibody.

Protein samples were prepared by boiling approx. 50 adult animals per genotype in NuPAGE^TM^ (Thermo Fisher Scientific) sample buffer according to the manufacturer’s instructions. Denatured proteins were resolved on NuPAGE^TM^ 4–12% Bis–Tris gradient gels (Thermo Fisher Scientific) and wet transferred on 0.45‐µm pore‐sized nitrocellulose membranes (Thermo Fisher Scientific) at 240 mAmp for 2 h. After overnight incubation with primary antibodies at 4°C, the membranes were incubated with HRP‐conjugated secondary antibodies (GE Healthcare) for 1 h at room temperature. Chemiluminescence Reagents (Pierce ECL Thermo Scientific or Immobilon Western Millipore) were applied to the membranes, and the membranes were visualized on 18 × 24 cm X‐ray films in a darkroom.

### RPB‐9::ollas immunoprecipitation and mass spectrometry

N2 control or RPB‐9::ollas animals were grown to young adult stage, washed 3X with M9 buffer, and frozen in liquid nitrogen. Frozen *C.* *elegans* were crushed with a metallic grinder and lysed with a buffer containing 25 mM Tris–HCl pH: 7.5, 150 mM NaCl, 1.5 mM MgCl_2_, 0.1% Triton X‐100, and Complete Mini Protease inhibitor tablets (Roche, EDTA free). The lysate was sonicated using a Bioruptor with 10 cycles 30 s on/30 s off and then centrifuged for 30 min at 16,000 *g* (4°C) to remove insoluble material. BCA assay (Thermo Scientific) was used to determine total protein concentration of the supernatant. 4 mg total extract, 10 mg anti‐ollas antibody (A01658‐40, GeneScript), and 30 ml Protein A/G magnetic beads (Thermo Scientific) were used per technical replicate. In total, 4 technical replicates were used both for the N2 control and for RPB‐9::ollas. After 12 h of incubation at 4°C in a rotating wheel, beads were washed 4 times with a buffer containing 25 mM Tris–HCl pH: 7.5, 150 mM NaCl, 1.5 mM MgCl_2_, and Complete Mini Protease inhibitor tablets. Immunoprecipitates were then boiled with a 2X sample buffer for 15 min.

For the identification of RPB‐9::ollas interactors, samples were separated on a 4%–12% NOVEX NuPAGE gradient SDS gel (Thermo) for 10 min at 180 V in 1× MES buffer (Thermo). Proteins were fixated and stained with Coomassie G250 Brilliant Blue (Carl Roth). The gel lanes were cut, minced into pieces, and transferred to an Eppendorf tube. Gel pieces were destained with a 50% ethanol/50 mM ammonium bicarbonate (ABC) solution. Proteins were reduced in 10 mM DTT (Sigma‐Aldrich) for 1 h at 56°C and then alkylated with 5 mM iodoacetamide (Sigma‐Aldrich) for 45 min at room temperature. Proteins were digested with trypsin (Sigma) overnight at 37°C. Peptides were extracted from the gel by two incubations with 30% ABC/acetonitrile and three subsequent incubations with pure acetonitrile. The acetonitrile was subsequently evaporated in a concentrator (Eppendorf) and loaded on StageTips (Rappsilber *et al*, 2007) for desalting and storage.

For mass spectrometric analysis, peptides were separated on a 20‐cm self‐packed column with 75 µm inner diameter filled with ReproSil‐Pur 120 C_18_‐AQ (Dr.Maisch GmbH) mounted to an EASY HPLC 1000 (Thermo Fisher) and sprayed online into an Q Exactive Plus mass spectrometer (Thermo Fisher). We used a 94‐min gradient from 2 to 40% acetonitrile in 0.1% formic acid at a flow of 225 nl/min. The mass spectrometer was operated with a top 10 MS/MS data‐dependent acquisition scheme per MS full scan. Mass spectrometry raw data were searched using the Andromeda search engine (Cox *et al*, 2011) integrated into MaxQuant suite 1.5.2.8 (Cox & Mann, 2008) using the UniProt *C*. *elegans* database (August 2014; 27,814 entries). In both analyses, carbamidomethylation at cysteine was set as fixed modification, while methionine oxidation and protein N‐acetylation were considered as variable modifications. Match‐between‐run option was activated. Prior to bioinformatic analysis, reverse hits, proteins only identified by site, protein groups based on one unique peptide, and known contaminants were removed.

For the further bioinformatic analysis, the LFQ values were log2‐transformed and the median across the replicates was calculated. This enrichment was plotted against the – log 10‐transformed *P* value (Welch’s *t*‐test) using the ggplot2 package in the R environment.

### AMA‐1 ChIP‐seq

300,000 synchronized animals were grown to young adult stage on 140 mm NGM plates and collected in an M9 buffer per replicate (3 for wild type and 3 for rpb‐9 mutant). Animals were washed in the same buffer three times. Animals were frozen in liquid nitrogen and then grinded with a metallic mortar. These extracts were fixed with 1% formaldehyde at room temperature 9 min. The crosslinking was quenched with the addition of 0.125 M glycine at RT for 5 min. for 4 min at 4,000 *g* (4°C). Following two washes, a final wash with a buffer containing 150 mM NaCl, 50 mM HEPES/KOH, 1 mM EDTA, 1% Triton X‐100, 0.1% sodium deoxycholate, protease, and phosphatase inhibitors (Roche). Then, the samples were sonicated for 30 cycles 30 s on/30 s off. Afterward, the samples were centrifuged for 30 min at 15,700 *g* (4°C). 1 mg of the supernatant was used for ChIP with 4 µg of AMA‐1 antibody (rabbit polyclonal, Novus, SDQ2357) incubated overnight rotating at 4°C together with 80 µl magnetic protein A/G beads (Thermo Scientific). Samples were then washed twice in 150 mM NaCl buffer, once with 500 mM NaCl buffer, once with 1 M NaCl buffer, once with TEL buffer (0.25 M LiCl, 1% NP‐40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris–HCl pH 8, and freshly added protease inhibitor), and finally twice in TE buffer (pH 8). Beads were then eluted twice in 60 µl ChIP Elution Buffer (1% SDS, 250 mM NaCl in TE pH 8) at 65°C. Eluates of same samples and input were treated with 2 µl RNAse at 37°C for 1 h and then with 1 µl Proteinase K at 65°C to de‐crosslink overnight.

### Library preparation and sequencing

ChIP‐seq and polyA‐selected total RNA libraries were prepared with NEBNext® Ultra II DNA Library Prep Kit for Illumina. Optimum PCR cycles were determined via StepOnePlus qPCR using PowerTrack SYBR Green reagents (Thermo Scientific). Ribo‐zero‐selected total RNA libraries were prepared with NEBNext® Ultra II Directional DNA Library Prep Kit for Illumina.

ChIP‐seq, 5′ dependent and independent small RNA, and polyA‐selected total RNA libraries were sequenced on a HiSeq 1500 machine at the Gurdon Institute.

Total RNA was extracted using TRIzol reagent (Ambion, Life Technologies) and treated with Turbo DNase Kit (Invitrogen) according to the manufacturer’s instructions. 1 μg total RNA was used for library preparation. Ribo‐zero‐selected total RNA libraries were sequenced on a HiSeq 2500 at the Cancer Institute, Cambridge. All sequencing was performed with SE50.

Short capped RNA sequencing from nucleoplasmic and chromatin gradients were sequenced at the LMS Sequencing Facility on a HiSeq 2500 with SE75.

### RNA extraction and real‐time quantitative PCR of mature piRNAs

Total RNA was extracted using TRIzol reagent (Ambion, Life Technologies) and treated with Turbo DNase Kit (Invitrogen) according to the manufacturer’s instructions. 5 μg of total RNA was oxidized (25 mM NaIO_4_/1X borate buffer) for 10 min at 25°C in the dark. 10 ng of total RNA was reverse‐transcribed with a TaqMan Small RNA Assay Kit (Thermo Fisher) containing a gene‐specific RT primer and a TaqMan MicroRNA Reverse Transcription Kit (Thermo Fisher), according to the manufacturer’s instructions. Real‐time quantitative PCR was performed on 1 ml of RT reactions using TaqMan Universal Master Mix No AmpErase UNG (Life Technologies) on a OneStepPlus thermocycler (Thermo Fisher). All samples were run in triplicates. Expression levels were normalized to the reference gene U18.

### piRNA precursor length analysis

The analysis of piRNA precursor length was carried out as described in Beltran *et al* (2020), except for a bootstrap sample size of 5000 sequences owing to a greater number of detected piRNA precursor sequences across conditions. Degradation fragment analysis was carried out as described in Beltran *et al* (2020).

### RNA‐sequencing data analysis

polyA and ribo‐zero‐selected total RNA‐seq libraries were mapped using STAR v2.5.4b. to *C.* *elegans* ce11 genome carrying the piRNA sensor as an extra chromosome. STAR mapping parameters were “‐‐outMultimapperOrder Random ‐‐outFilterMultimapNmax 5,000 ‐‐outFilterMismatchNmax 2 ‐‐winAnchorMultimapNmax 10,000 ‐‐alignIntronMax 1 ‐‐alignEndsType EndToEnd”.

Adapter sequences were trimmed from 5′ dependent and 5′ independent small RNA libraries with cutadapt v 1.15 (Martin, 2011) using “‐m 14 ‐M 32 ‐a TGGAATTCTCGGGTGCCAAGG” parameters and were mapped against ce11 genome with the piRNA sensor using STAR with ““‐‐outMultimapperOrder Random ‐‐outFilterMultimapNmax 500 ‐‐outFilterMismatchNmax 1 ‐‐winAnchorMultimapNmax 10,000 ‐‐alignIntronMax 1 ‐‐alignEndsType EndToEnd” parameters. Aligned RNA‐seq reads were sorted and indexed with samtools v1.6 (Li *et al*, 2009). Total RNA read counts against the annotations were generated by featureCounts v1.6 (Liao *et al*, 2014) with parameters “‐T 12 ‐M –fraction ‐t exon” from a GTF file.

22 nt small RNA reads with a 5′ G bias were extracted from 5′ independent small RNA‐sorted bam files with a custom PERL script. Read counts with an antisense orientation to the transcriptional direction of annotated genes were extracted by featureCounts v1.6 using “‐T 12 ‐M ‐‐fraction ‐s 2 ‐t exon ” parameters. We next calculated the antisense 22G small RNA density over 20 equal bins by TPM normalization for annotated genes. We then plotted corresponding mRNA TPM values in each bin and calculated the overlap between each bin with known HRDE‐1, CSR‐1 (Zhang *et al*, 2011), and piRNA targets (Bagijn *et al*, 2012). Antisense 22G small RNA profiles on the piRNA sensor and transposons were normalized as reads per million (RPM). A GTF file containing annotations for transposable elements was generated by RepeatMasker (Smit *et al*, 2015) v 4.1.0 run with rmblastn version 2.2.27+ using RepeatMasker database version 20140131, against the ce11 genome. Read counts of total and small RNA libraries on individual transposons were calculated using uniquely mapped reads. Normalized counts, variance‐stabilized counts, log2 fold changes, and adjusted *P* values were obtained using DEseq2 v 1.18.1 (Love *et al*, 2014). For differential gene and transposon expression, candidates with a log2 fold change bigger than 1 or smaller than −1 as well as an adjusted *P* value smaller than 0.01 were considered as statistically significant differential expression. To overcome false‐positive transposon differential expression, statistically significant upregulated transposon list was further filtered with the ones that span or overlap with the exons of statistically significant upregulated protein‐coding genes.

piRNA abundance was analyzed using 5′ dependent libraries. Small RNA read counts for piRNAs were obtained using featureCounts v1.6 with “‐T 12 ‐M ‐‐fraction” parameter and normalized as reads per million (RPM). Cluster analysis of 5′‐independent small RNA libraries showing the fold change in small RNAs mapped piRNA targets in the indicated mutants compared with wild type. Fold change is displayed in natural log.

To compare changes in small RNA targeting piRNA targets in between animal strains (Bagijn *et al*, 2012), small RNA reads per gene were counted and abundance calculated by correcting for library size using unique mapping reads (cutoff > 50 reads per million). The mean small RNA abundance per gene was calculated; next, the fold change was calculated by dividing the mean abundance in mutant animals by the mean abundance in wild‐type animals.

Statistical significance for mature piRNA abundance and IP/MS was determined by two‐sample *t*‐test and Welch’s *t*‐test, respectively. To prevent zero values during log2 and log10 transformations, pseudo‐count 1 was added for TPM and RPM normalizations.

### ChIP‐sequencing analysis

ChIP‐seq libraries were mapped to *C.* *elegans* ce11 genome with the piRNA sensor as an extra chromosome by BWA allowing multimappers. sam files were converted to bam format, and then, bam files were sorted and indexed using samtools v1.6. (Li *et al*, 2009) ChIP‐seq peaks were generated using MACS2 v 1.4.3 (Zhang *et al*, 2008) peakcall function against input libraries. Common peaks between individual replicates with a *P* value smaller than 0.01 were considered as significant peaks. Linear fold enrichment was calculated with MACS2 bdgcmp function by disabling ‐‐SPMR option per replicate. Log2 and Z‐score transformations were performed on RStudio with a custom script. All individual replicates were combined with RStudio Rtracklayer and Genomic Ranges packages. Seqplots was used to generate density plots and heat maps (Stempor & Ahringer, 2016). Class I, class II, and class III genes were classified by mean log2 fold enrichment of combined replicates over gene bodies of statistically significant upregulated genes. Briefly, we considered genes for which mutant log2 fold enrichment was 1.5 times greater than that of wild type, as class I. Similarly, genes with a mutant log2 fold enrichment 1.5 times smaller than that of wild type was considered as class III. The rest of the upregulated genes remaining between these ratios were considered as class II.

### Immunofluorescence stainings

Worms were picked on glass slides and dissected to extrude the germlines. Germlines were subsequently freeze‐cracked on dry ice and fixed in cold 100% methanol for 20 min. Fixed slides were then washed in 0.05% Tween/PBS and incubated with diluted (1:1,000) anti‐gfp (Abcam #ab290) and diluted (1:1,000) anti‐mCherry antibodies (GeneTex #GTX128508) overnight. The following day, slides were washed in 0.05% Tween/PBS and incubated with diluted secondary antibodies for 1 h at room temperature and mounted in VECTASHIELD with DAPI. Representative images were taken on a Leica SP8 confocal microscope with a 63× oil objective and 4× digital magnification. Single‐plan images are shown.

### Image analysis—quantification of Integrator::gfp signal in prde‐1::mCherry foci

To quantify Integrator‐GFP signal within PRDE‐1‐mCherry foci, a minimum of 16 PRDE‐1‐mCherry foci from different nuclei were selected. Individual z‐planes were chosen based on PRDE‐1‐mCherry maximum intensity. PRDE‐1 foci were then segmented based on the threshold obtained by Otsu's method (Otsu, 1979). The resulting ROIs were used to measure the average intensity in the Integrator::gfp channel, either co‐localizing with PRDE‐1 or at a minimum of 10 random places elsewhere in the nucleus across the slide as a normalizing factor. The analysis was implemented with a custom script written in Python and using the scikit‐image package.

### Materials availability

Transgenic animals will be submitted to the *C.* *elegans* Genetics Center.

## Author contributions

EAM conceptualized the data; ACB, GF, LL, TB, EMW, EN, ICN, FBr, and AA investigated the data; ACB, TB, EN, JP, and FBr involved in formal analysis; GF wrote the original draft; EAM, ACB, LL, AA, PS, TB, and FBu wrote, reviewed, and edited the manuscript; LL visualized the data; EAM supervised the data; and EAM acquired funding.

## Conflict of interest

The authors declare no competing interests. E.A.M. is a founder and director of STORM Therapeutics Ltd. STORM Therapeutics had no role in the design of the study and collection, analysis, and interpretation of data as well as in writing the manuscript.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Source Data for Expanded View Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

## Data Availability

The data sets and computer codes generated in this study are available in the following databases:
RNA‐seq (gene expression) Omnibus GSE149071 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149071) ChIP‐seq (genome‐wide localization) Omnibus GSE149071 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149071) Protein interaction IP‐MS data PRIDE PXD018657 (https://www.ebi.ac.uk/pride/archive/projects/PXD018657) Bioinformatics computer scripts: GitHub (https://github.com/berkyurekac/ahmet_toolkit)

# Supplementary material for: The RNA polymerase II subunit RPB‐9 recruits the integrator complex to terminate Caenorhabditis elegans piRNA transcription
**Source:** EMBO J. 2021 Feb 3;40(5):e105565. doi: 10.15252/embj.2020105565
**Supplement:** Supplementary file 5 — Source Data for Figure 6

100 100 100 100 100 100 100 100

100 100 100 100 100 100 100 100

100 100 100 100 100 100 100 100

How the deposited data were processed for this re-analysis (not part of the article)

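Deposited tables from 4 experiments were analysed: polyA-selected RNA-seq of wild-type and *rpb-9* (*mj261*) animals (3 libraries each), Ribo-Zero RNA-seq of wild-type and *prg-1* (*n4357*) animals (3 libraries each), mature piRNAs of wild-type, *rpb-9* and rescue (*mj261; mjSi70*) animals from 5′ dependent small RNA libraries, and short capped RNA of the same genotypes from nascent and nucleoplasmic fractions (2 libraries each). Further tables, with 24 columns whose names could not be paired with a genotype from the labels or the paper, were not used here, so the Ribo-Zero comparison of *rpb-9*, the 22G siRNAs, the bins of 22G density and the snRNA genes are not analysed here. Nor are transposons, *hrde-1*, ChIP-seq and the 5′ ends of short capped reads. The strain names of the polyA and Ribo-Zero columns were matched to genotypes by elimination: the strain shared by the polyA, Ribo-Zero and short capped tables was taken as wild type, and the other strain of each table as the mutant named for it.

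For RNA-seq, the authors deposited expected counts per gene, made with STAR v2.5.4b on ce11 with the piRNA sensor as an extra chromosome (up to 5000 loci per read, 2 mismatches, end to end, no introns) and featureCounts v1.6 with multi-mapped reads split into fractions. No normalization was applied to them before deposition. For mature piRNAs, the authors deposited log2 values of RPM with a pseudocount of 1, as 1 value per genotype, from reads of 14 to 32 nt aligned with 1 mismatch. How the libraries of a genotype were combined is not stated in the paper's text. For short capped RNA, the authors deposited counts of reads per distinct precursor sequence without normalization. They also deposited a signal per sequence in which these counts were multiplied by 1 constant per library, and the paper's text does not state how the constant was set. Its analysis followed Beltran et al, which was not consulted. WBcel235, the assembly also called ce11, gave the gene coordinates, which are 1-based.

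Expected counts were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16 (TMM factors, quasi-likelihood test, genotype as the only term) and Benjamini-Hochberg adjustment. Genes with at least 10 counts in at least 3 libraries were tested, and a gene was called at an adjusted p-value under 0.01 and a log2 fold change above 1 or below −1. Standard errors were taken as the size of the log2 fold change divided by the square root of the F statistic. A gene whose wild-type libraries all had at most 3 counts was given a fold against that floor, as a lower bound. The floor covers counting error only, because reads without molecular identifiers are not independent molecules. Lists of tissue marker genes (sperm, oocyte and early embryo, mitotic and meiotic germline, cuticle collagen, intestine, body wall muscle, neuron and histone) were written from general knowledge and tested with camera (limma 3.58.1, preset correlation 0.01), with fry and an estimated correlation as alternatives. Mature piRNAs and precursors were analysed in python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

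The replicate numbers of the *prg-1* table were read from the names of its columns, and the names do not say what samples of the same number share. They were taken to pair the libraries, because the correlations of the deviations from the genotype mean were 0.17, 0.35 and 0.44 between libraries of the same number, against −0.49 to 0.32 between libraries of different numbers.

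Precursor lengths were compared as library medians over distinct sequences, and per locus as the difference of median lengths between genotypes. Peaks were the maxima of kernel densities in 2000 subsamples of 5000 sequences, between 18 and 38 nt and between 38 and 65 nt. These windows were chosen after the lengths had been seen. Precursor abundance was the log2 ratio of the authors' normalized signal per locus with a pseudocount of 1. The signal replaced the RPM that had been planned, because the depth of these libraries is not known. The class of a locus was inferred from its name in the table, where a 21UR name was taken as motif-dependent and a name of the second type as motif-independent, and 217 loci of the first type without a 21UR name were counted only among all loci. The bounds of the chromosome IV clusters were set by hand and not taken from the paper. Repeated lines of the precursor table were removed (3815).

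The test, filter, thresholds, normalizations, marker lists and most alternatives were chosen before the data were examined. Named genes are those the paper names that the tables hold (21UR-1 is not analysed here), and in each comparison the 3 with the largest increase and the 3 with the largest decrease among called genes whose libraries do not overlap between genotypes. The alternatives were DESeq2 1.42.0, edgeR with DESeq2's size factors (RLE), no filter on low counts, the replicate number as a block, an adjusted p-value under 0.05, each library left out in turn, pseudocounts of 0.1, a mean of at least 1 RPM, precursors of 23 nt or longer, weighting by reads, subsamples of 1000 sequences, at least 5 sequences per locus and at least 10 reads per locus. Scaling by library size for the counts of genes, protein-coding genes only, leaving out ribosomal RNA genes, motif-dependent loci for the length results, equal read numbers, leaving out small nucleolar and small nuclear RNA loci, and loci with reads in both genotypes without a pseudocount were added after the data had been seen. So were the other scalings, the left-out libraries and the estimated correlation for the marker lists, the lists in *prg-1* libraries, also with the replicate number as a block, and the comparison of *prg-1* with the polyA libraries of *rpb-9*.

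The steps were tested on simulated data. In counts drawn from the means of the real libraries with 200 genes changed by known folds, edgeR recovered 89.5% of the changed genes with 1 false call for polyA (13934 genes) and 83.5% with 1 false call for Ribo-Zero (11495 genes), and DESeq2 recovered 81.0% with 2 false calls (14275 genes) and 75.5% with 1 false call (11794 genes). The simulated counts had a single fixed dispersion for all genes and no deviating library, unlike the real *prg-1* libraries. These shares therefore check the steps and do not give the power of the real comparisons. Simulated length peaks were found within 0.9 nt, a simulated shift of 2.0 nt was found as 2.0 nt, and a simulated log2 ratio of −1.0 as −0.97. Depth ranged from 24089119 to 36206855 counts per polyA library and from 6099620 to 9881132 per Ribo-Zero library. The depth of the small RNA libraries is not known from the table, and that of the short capped libraries only for the reads the table lists.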

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

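The tests of scaling, of a change in tissue share and of germline stage were chosen after the result was seen.

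The sperm genes were higher in *rpb-9* polyA libraries, in genes that the paper does not discuss. Of the 46 sperm genes tested, 45 were higher, 44 were upregulated and 1, *spe-41*, was downregulated, and the median log2 fold change was 2.68 (adjusted p = 1.35e-33, limma's camera with Benjamini-Hochberg adjustment). Adjusted over the list alone, 45 had an adjusted p-value under 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With fry the adjusted p was 0.00057, and with camera at an estimated correlation it was 0.106 (limma, Benjamini-Hochberg adjustment). With each library left out in turn the median lay between 2.51 and 2.85. The list's share of counts was 0.00299% in wild type and 0.0194% in *rpb-9* mutants, so these transcripts were rare in both. The most abundant in *rpb-9* mutants were *msp-31* (1.20 ± 0.249 CPM in wild type and 7.25 ± 1.53 in *rpb-9* mutants, SD, n = 3), *msp-36* (0.999 ± 0.167 and 6.49 ± 1.59) and *msp-40* (0.812 ± 0.164 and 6.41 ± 1.07), whose reads are split with other copies. *spe-41* went from 5.03 ± 1.04 to 1.87 ± 0.375 CPM, a log2 fold change of −1.42. These 4 genes were chosen after their values were seen. No gene of the list is on another list, and 0 of the 46 had at most 3 counts in every wild-type library, so wild-type animals express them too.

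Several technical explanations were tested and are argued against by the tables. A difference in scaling between libraries, as a single factor per library, would move all genes alike, but the median of the list lay 2.54 above that of all genes. Reads split between copies would leave genes with whole counts unchanged, but the 7 sperm genes with whole counts in every library had a median of 2.93. A smaller share of 1 tissue would raise the markers of all other tissues alike. The sperm genes had quartiles of 2.46 and 2.91, but the neuron genes had a median of 0.68 with quartiles of 0.31 and 1.20. The body wall muscle and intestine genes had medians of 0.68 and 0.37. The intestine list mixed lower genes (*vit-1* to *vit-6*) with mostly higher ones, so its median does not decide this either. The cuticle collagen genes, with a median of 0.17 and 77 of 121 higher, went both ways and do not decide this by themselves. A single deviating library would leave at least 1 *rpb-9* library within the wild-type range, but the lowest *rpb-9* library had a median of 2.34 against 0.25 in the highest wild-type library.

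Explanations that stay open may be a different stage of germline development in the *rpb-9* animals, or more sperm per animal, since oocyte genes were lower in the same libraries, with a median of −0.72. These are consistent with that value but were found and tested on the same data. An effect of *rpb-9* on these genes themselves stays open too and was not tested.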

How the results depend on the processing

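The alternatives with scaling by library size, protein-coding genes, no ribosomal RNA genes, motif-dependent lengths, equal read numbers, no small nucleolar and small nuclear RNA loci, and loci with reads in both genotypes without a pseudocount were chosen after the result was seen, as were the other scalings, left-out libraries and estimated correlation for the marker lists, the replicate block for the lists in *prg-1* libraries, and the correlation between *rpb-9* and *prg-1*. Over 56 summary results and 428 values under alternatives, 280 kept their direction and side of the threshold, or stayed within their spread, and 148 did not. Where a value changed, the cause was not tested unless it is stated. Not run were lane 1 only for *prg-1*, as the lanes are merged, and every alternative for the Ribo-Zero comparison of *rpb-9*, the 22G siRNAs, their bins and the snRNA genes.

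For the polyA libraries, total calls stayed within 1.5 times 2179 under DESeq2 (1996), RLE (2029), no filter (3182), the adjusted p-value of 0.05 (2803), no ribosomal RNA genes (2261) and protein-coding genes (1987). Library size gave 3218 calls with 3094 higher and 124 lower. DESeq2 gave 345 lower against 213. Across the 6 fits that each left out a library, calls ranged from 1132 to 2081, higher from 1007 to 1870 and lower from 125 to 211, all at their lowest without *rpb-9* replicate 3, with fewer libraries tested. The filter on counts was kept in these fits, so fewer genes were tested as well (13178 without *rpb-9* replicate 3). The replicate block gave 1942 calls, 1743 higher and 199 lower, with 1858 shared with the fit without it. The numbers do not pair the libraries, since the correlations of libraries with the same number were 0.08, 0.08 and −0.05. The median of the histone list ranged from 0.55 to 0.83 and that of the intestine list from 0.29 to 0.59 over the same fits. Without the library labelled *rpb-9* replicate 1, the histone list was no longer below an adjusted p of 0.05 (0.0638, limma's camera with Benjamini-Hochberg adjustment, against 8.15e-06 to 0.692 under its other alternatives) and the intestine list was (0.00929, limma's camera with Benjamini-Hochberg adjustment, against 0.0704 to 0.692 under its other alternatives). With camera at an estimated correlation the sperm (2.68), oocyte (−0.72), germline (−0.57), neuron (0.68), muscle (0.68) and histone (0.61) lists were no longer below 0.05 either, with adjusted p-values from 0.106 to 0.692 (limma, Benjamini-Hochberg adjustment). The piRNA sensor in *rpb-9* mutants stayed upregulated in each alternative, with log2 fold changes from 5.68 to 6.06.

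For *prg-1*, RLE and leaving out ribosomal RNA genes gave 14 calls and protein-coding genes 12. DESeq2 gave 339 calls (160 higher, 179 lower), no filter 724 (367 and 357), the adjusted p-value of 0.05 115 (90 and 25), and library size 23 (19 and 4). Across the 6 fits that each left out a library, calls ranged from 0 to 547, higher from 0 to 360 and lower from 0 to 187, the most without *prg-1* replicate 3, and the fits with 0 calls had 1262 to 1584 genes at an unadjusted p-value under 0.05. The sensor's log2 fold change ranged from 2.40 to 2.74 and passed the thresholds in 1 of these fits. The replicate block gave 21 calls, 19 higher and 2 lower, with 3192 genes at an unadjusted p-value under 0.05, and changed no other call of the sensor, the named genes or the marker lists. For mature piRNAs and precursors no paired analysis was made, because these results come from no test, and differences between short capped libraries of the same number were not formed. In *prg-1* libraries, genes far from the thresholds reversed: *Y54G2A.50* (−0.02 with no filter, −0.07 without *prg-1* replicate 3, from −0.07 to 0.14 with each library left out), *csr-1* (0.02 without *prg-1* replicate 3, 0.06 with library size, from −0.08 to 0.02), *fbxc-45* (0.11 without wild-type replicate 3, from −0.42 to 0.11) and *prde-1* (0.02 without wild-type replicate 2, 0.07 with library size, from −0.12 to 0.02). Among 42 results for single genes, marker lists and correlations, 74 of 467 values changed: 56 weaker, 0 stronger, 7 reversed and 11 moved.

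For mature piRNAs, a pseudocount of 0.1 gave median differences of −1.64 (*rpb-9*) and −0.04 (rescue), and at least 1 RPM gave −1.40 and 0.01, with 48.3% lower in rescue. With 1 value per genotype no library could be left out.

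Precursor abundance with a pseudocount of 0.1 was −1.49 (*rpb-9*) and −0.87 (rescue) at nascent motif-dependent loci, 0.52 and 0.58 at nascent motif-independent loci, 2.59 for rescue at nucleoplasmic motif-dependent loci and 3.29 at nucleoplasmic motif-independent loci. With at least 10 reads it was −0.84 and −0.55, 0.37 for *rpb-9* at nascent motif-independent loci, and 0.03 for rescue at nucleoplasmic motif-dependent loci. With reads in both genotypes and no pseudocount it was −1.04 and −0.75, 0.53 and 0.47, −0.36 for rescue at nucleoplasmic motif-dependent loci, and −0.16 (*rpb-9*) and 0.12 (rescue) at nucleoplasmic motif-independent loci. Each library left out gave −0.58 to −0.49 (nascent motif-dependent, *rpb-9*), −0.41 to −0.22 (rescue), 0.08 to 0.36 (nascent motif-independent, *rpb-9*), −0.02 to 0.34 (rescue), −1.79 to 0.81 (nucleoplasmic motif-dependent, *rpb-9*), −0.02 to 1.33 (rescue), −0.50 to 1.33 (nucleoplasmic motif-independent, *rpb-9*) and 1.01 to 1.44 (rescue). Few loci had nucleoplasmic reads in both genotypes (426 motif-dependent loci for *rpb-9* and wild type), which limits these ratios.

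The shift per locus weighted by reads was 0 nt for nascent rescue, nucleoplasmic *rpb-9*, and nascent and nucleoplasmic *rpb-9* at motif-dependent loci, and 0 nt for nascent rescue at motif-dependent loci. With at least 5 sequences it was −1 nt for nascent rescue, over all loci and over motif-dependent loci. With 23 nt or longer it was 0 nt for nucleoplasmic *rpb-9* and 0.5 nt for nascent *rpb-9* at motif-dependent loci. Leaving out libraries moved the nucleoplasmic *rpb-9* shift from 0 to 1 nt.

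The difference in median length weighted by reads was −17 nt (nascent *rpb-9*), −16 nt (nascent rescue), 0 nt (nucleoplasmic *rpb-9*), and at motif-dependent loci 0 nt, 1 nt and 20 nt. Weighted by reads and without small nucleolar and small nuclear RNA loci it was −1 nt, 0 nt and −0.5 nt, −5.5 nt for nucleoplasmic rescue, and at motif-dependent loci 2.5 nt (nascent *rpb-9*) and −1.5 nt (nascent rescue). With 23 nt or longer it was 1 nt (nascent *rpb-9*), −1.5 nt (nascent rescue) and 1.5 nt (motif-dependent nascent *rpb-9*), and with equal read numbers 2.15 nt and −1.5 nt at motif-dependent loci.

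The first nascent peak weighted by reads lay at 35.1 nt (wild type), 36.7 nt (*rpb-9*) and 34.9 nt (rescue), and at motif-dependent loci at 34.8, 34.9 and 34.6 nt. With 23 nt or longer it lay at 25.5, 28.5 and 25.0 nt, and at 24.6 nt for rescue at motif-dependent loci. Subsamples of 1000 gave 24.3 nt for rescue over all and over motif-dependent loci and 27.9 nt for *rpb-9* at motif-dependent loci. Single libraries gave 23.7 to 24.6 nt (wild type), 27.8 to 28.7 nt (*rpb-9*), 23.6 to 23.6 nt (rescue) and 23.9 to 24.1 nt (rescue, motif-dependent). The second peak in subsamples of 1000 lay at 46.3 nt (wild type) and 46.2 nt (rescue), and at motif-dependent loci at 45.7 nt (wild type) and 49.0 nt (*rpb-9*). At motif-dependent loci it lay, weighted by reads, at 61.2 nt (wild type), 61.6 nt (*rpb-9*) and 61.6 nt (rescue), with 23 nt or longer at 44.8 nt (wild type) and 49.7 nt (*rpb-9*), and at 44.8 to 44.8 nt in single wild-type libraries.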

Differences from the paper's values

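Values of the paper's figures were read by eye, and a setting that closes a gap is not thereby the paper's method.

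The paper reports 1264 upregulated genes in polyA libraries, and 1966 were found here. The paper states that its calls came from DESeq2, while the 1966 came from edgeR. DESeq2 (1651), RLE (1754), the replicate block (1743) and each library left out in turn (1007 to 1870) came within 1.5 times the paper's value, and no filter (2902) and an adjusted p-value under 0.05 (2541) did not, all set before the data were examined. Protein-coding genes only, chosen after seeing the values, gave 1826, also within 1.5 times. The paper's share of downregulated genes is 18.76%, and 9.78% was found here. DESeq2 (17.3%) and RLE (13.6%) came within 1.5 times the paper's share, and no filter (8.80%), the replicate block (10.2%), an adjusted p-value under 0.05 (9.35%) and each library left out in turn (8.99% to 12.1%) did not.

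In Fig 6A the paper's median log10 level of mature piRNAs in *rpb-9* mutants is about 0.25, read by eye, and 0.14 was found here on the same scale. Neither a pseudocount of 0.1 (−0.33) nor at least 1 RPM (0.38) closed the gap. The 0.14 covers the 4317 of 15363 annotated piRNAs listed, each lower in *rpb-9* mutants than in wild type. Such a list lowers the *rpb-9* median, and the figure may cover another set of piRNAs. In wild type and rescue animals the medians here were 0.39 and 0.4, against about 0.4 in the figure for both.

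In Fig 7A the paper's median length shift of nascent precursors in *rpb-9* mutants is about 1 nt, read by eye, and 0.0 nt was found here over all loci. None of the alternatives set before the data were examined closed the gap (weighted by reads, 23 nt or longer, at least 5 sequences and each library left out, all 0 nt), and the motif-dependent loci, an alternative chosen after seeing the values, gave 1.0 nt. For nucleoplasmic precursors the paper's shift in Fig 7A is about 1 nt, read by eye, and 0.5 nt was found here. Leaving out wild-type replicate 1 gave 1 nt and closed the gap, while weighting by reads, 23 nt or longer and leaving out wild-type replicate 2 (each 0 nt), at least 5 sequences and leaving out either *rpb-9* replicate (each 0.5 nt) did not. The motif-dependent loci, chosen after seeing the values, gave 1.0 nt.

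In Fig EV5A the paper's median log2 abundance of nascent motif-dependent precursors is about −1.3 in *rpb-9* mutants and about −0.9 in rescue animals, read by eye, and −0.41 and −0.28 were found here. For *rpb-9* a pseudocount of 0.1 (−1.49), at least 10 reads (−0.84) and each library left out (−0.58 to −0.49) left a gap larger than the spread, so none closed it. Loci with reads in both genotypes and no pseudocount, an alternative chosen after seeing the values, gave −1.04, and with the pseudocount of 1 kept these loci gave −0.56. For rescue a pseudocount of 0.1 (−0.87) closed the gap, at least 10 reads (−0.55) and each library left out (−0.41 to −0.22) did not, and loci with reads in both genotypes and no pseudocount, chosen after seeing the values, gave −0.75 (−0.36 with the pseudocount kept). In Fig EV5B the paper's nucleoplasmic motif-dependent value for rescue is about −0.2, read by eye, and 0.91 was found here. Leaving out rescue replicate 2 (−0.02) closed the gap, and a pseudocount of 0.1 (2.59), at least 10 reads (0.03), and leaving out wild-type replicate 1 (1.33), wild-type replicate 2 (0.91) or rescue replicate 1 (0.58) did not. Loci with reads in both genotypes and no pseudocount, chosen after seeing the values, gave −0.36 (−0.29 with the pseudocount kept).

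In Fig EV5C the paper's nascent motif-independent value in *rpb-9* mutants is about 0.5, read by eye, and 0.24 was found here. A pseudocount of 0.1 (0.52) closed the gap, at least 10 reads (0.37) and each library left out (0.08 to 0.36) did not, and loci with reads in both genotypes and no pseudocount, chosen after seeing the values, gave 0.53 (0.29 with the pseudocount kept). In Fig EV5D the paper's nucleoplasmic motif-independent values are about −0.1 in *rpb-9* mutants and about 0.5 in rescue animals, read by eye, and 0.79 and 1.01 were found here. For *rpb-9*, leaving out *rpb-9* replicate 1 (−0.50) brought the value within its spread of the paper's, and a pseudocount of 0.1 (1.54), at least 10 reads (0.42) and leaving out wild-type replicate 1 (1.33), wild-type replicate 2 (1.06) or *rpb-9* replicate 2 (0.68) did not. For rescue, a pseudocount of 0.1 (3.29), at least 10 reads (0.81) and each library left out (1.01 to 1.44) did not close the gap. Loci with reads in both genotypes and no pseudocount, chosen after seeing the values, gave −0.16 and 0.12 (−0.14 and 0.10 with the pseudocount kept).

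The paper reports no significant variation of germline-specific transcripts. With hand-written lists, which are not its published classes, oocyte genes (−0.72) and germline genes (−0.57) were lower and sperm genes (2.68) higher in *rpb-9* mutants. The paper describes the nascent length distribution over all precursors as having a pair of peaks in wild type and in *rpb-9* mutants. Here a second maximum was found in 9.3% of wild-type and 3.05% of *rpb-9* subsamples over all loci, and in 79.0% and 100.0% at motif-dependent loci, chosen after seeing the values.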

Other observations

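The tests of scaling, of another set of loci, of short fragments and of the small nucleolar RNA locus were chosen after the result was seen.

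For the misregulated genes of the polyA libraries, 1 of the 10 splits of the 6 libraries, the real one, gave as many calls, with 8310 genes at an unadjusted p-value under 0.05, and the other 9 gave 0, with 12 to 600 such genes. With 10 splits the share is never under 0.1, so this count does not by itself exclude chance in the grouping. A scaling difference as the whole cause of the excess of upregulated genes is argued against, since the share upregulated was at its lowest 82.7% with DESeq2, against 86.4% with RLE and 96.1% with library size. Reads split between copies are argued against as the whole cause, since 13.6% of genes with whole counts were called against 15.3% of all. Genes of spermatogenesis as the main part of the upregulated genes may be expected to avoid the X chromosome, as the sperm list does, but 14.0% of upregulated genes lay on X against 14.1% of the other genes (Fisher's exact test, two-sided, p = 0.944). The upregulated genes were 1826 protein-coding genes, 61 pseudogenes, 22 non-coding RNA genes, 17 piRNA genes and 13 ribosomal RNA genes among others. Counts at piRNA genes in polyA-selected libraries are not levels of mature piRNAs, and no strand option is named for them. Reads of an overlapping transcript therefore could not be told apart from those of the piRNA gene. They lay more often on chromosome V (26.9% against 17.6%) and IV (23.4% against 16.7%), and less often on I (10.5% against 17.4%), III (9.55% against 16.8%) and II (15.7% against 17.5%). No biological explanation of this distribution was tested.

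For the *prg-1* comparison, 1 of the 10 splits of the 6 libraries gave 14 calls, the real one, and the other 9 gave 0, with 26 to 2389 genes at an unadjusted p-value under 0.05. The split with 2389, more than the 2225 of the real one, set wild-type replicates 1 and 3 and *prg-1* replicate 3 against the other libraries and parted 1 pair of the same number. Of the 4 splits that part all 3 pairs, the real one gave the 14 calls, and the others, with 0 calls, had 646, 50 and 56 genes at an unadjusted p-value under 0.05. With 10 splits the count does not by itself exclude chance in the grouping here. Uneven ribosomal RNA stays open as a cause of the number of calls, since leaving out these genes gave the same 14 calls and so tested nothing. Sperm genes had a median log2 fold change of 1.19 in *prg-1* mutants (47 genes, adjusted p = 0.00794, limma's camera with Benjamini-Hochberg adjustment), but their library medians relative to wild type were above 1 in *prg-1* replicates 1 and 2 (1.89 in replicate 1) and −1.95 in replicate 3, and fry gave an adjusted p of 0.561 (limma, Benjamini-Hochberg adjustment). A single deviating library may therefore account for the variation, as −1.95 lies below each wild-type library (−0.77 to 0.44). What samples of the same number share may too, since replicate 3 had the lowest median of the collagen genes in both genotypes (−0.64 in wild type and −0.08 in *prg-1* mutants). Without *prg-1* replicate 3 the median was 1.74, and without *prg-1* replicate 1 it was 0.64. The medians of the other lists were −0.36 (oocyte and early embryo), −0.22 (mitotic and meiotic germline), 1.14 (cuticle collagen), 0.43 (intestine), 0.53 (body wall muscle), 0.47 (neuron) and −1.31 (histone), and the histone median was −2.06 without *prg-1* replicate 3. With camera the 8 lists had adjusted p-values from 7.93e-34 to 0.00794, and with fry from 0.0862 to 0.561 (limma, Benjamini-Hochberg adjustment). A biological explanation of the deviation of replicate 3 was not tested.

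Across 11354 genes tested in both, the log2 fold changes of *rpb-9* in polyA libraries and of *prg-1* in Ribo-Zero libraries had a Pearson correlation of 0.51 and a Spearman correlation of 0.57, without shared control libraries. Genes are not independent replicates, so no p-value is given for these correlations. The correlation ranged from 0.42 to 0.55 with each library left out and was 0.13 with no filter on low counts. Of 1520 genes called in *rpb-9* and 14 in *prg-1*, 7 were shared, all upregulated, against 1.87 expected (a factor of 3.73, one-sided exact hypergeometric test, p = 0.0011). That test takes genes as independent, so its p-value is a rough guide only. With DESeq2, 93 were shared of 1375 and 206 (80 higher in both, 8 lower in both and 5 in opposite directions). Without *prg-1* replicate 3, 237 were shared of 1443 and 489 (207 higher in both, 8 lower in both and 22 in opposite directions), and without any other of the 6 libraries of the *prg-1* comparison, 0 genes were called in *prg-1* (1262 to 1584 at an unadjusted p-value under 0.05) and none was shared. The paper reports this comparison for Ribo-Zero libraries of *rpb-9* mutants, which are not analysed here. The tissue list genes are argued against as its source, since the correlation was 0.53 without them. A common sperm and oocyte axis may remain, because the test, the correlation over genes not called in *rpb-9* (0.39), leaves in the oocyte and germline genes, most of which were not called. The axis and a wider similarity of the mutants cannot be told apart here.

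Longer nascent motif-dependent precursors in *rpb-9* mutants were weighed against technical explanations. With the same number of motif-dependent reads from each library the difference in median length was 2.15 nt. The locus of 21UR-2844 held 73.1% and 85.9% of the nascent motif-dependent reads in wild type and 90.2% and 89.5% in *rpb-9* libraries. The draw therefore left the reads at the other loci unequal, and a smaller number of reads there stays open. The median shift of 1.0 nt over loci with precursors in both genotypes argues against another set of loci as the whole cause. This holds for distinct sequences only, since the shift per locus was 0.5 nt with 23 nt or longer and 0 nt weighted by reads. Among precursors of 23 nt or longer the difference was 1.5 nt, which argues against missing short fragments. Weighted by reads, where the locus of 21UR-2844 dominates, the difference was 0 nt, and without small nucleolar and small nuclear RNA loci it was 2.5 nt. A candidate explanation in the design is a 3′ end in sequence poorer in A and T, but the A and T share in the 10 nt downstream of the 3′ end was 73.2% and 73.2% in *rpb-9* libraries against 73.1% and 73.0% in wild type. The biological effect of *rpb-9* on length stays among the open explanations as a hypothesis, since it was found and tested on the same data. Rescue nascent motif-dependent precursors were shorter than wild type, and with the same number of motif-dependent reads the difference was −1.5 nt. The locus of 21UR-2844 held 72.3% and 92.5% of these reads in rescue libraries. A smaller number of reads at the other loci therefore stays open for rescue too. Why rescue precursors were shorter than wild type was not tested further.

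The motif-independent locus at *W04D2.7*, which held most of the motif-independent nucleoplasmic reads, may hold reads of an annotated small nucleolar RNA, since the most frequent length of its reads was 67 nt, which is the length of the gene. It held 40.7% and 45.4% of the motif-independent reads in nascent wild-type libraries, 17.3% and 15.0% in *rpb-9* libraries, and 19.3% and 9.71% in rescue libraries. No biological explanation of these shares was tested.

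A link between loss of precursors and loss of mature piRNAs was tested and is void, because 44.9% of the loci have a mature value and the mature table lists only piRNAs lower in *rpb-9* mutants. Over 1206 loci, the Spearman correlation with the mature log2 ratio was 0.30 for nascent precursor abundance and 0.01 for the length shift. Given the wild-type level, the former was 0.14. Loss of mature piRNAs through precursor loss and through lengthening cannot be told apart from this table.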
